# Single-Cell Sequencing Reveals the Novel Role of Ezh2 in NK Cell Maturation and Function

**DOI:** 10.3389/fimmu.2021.724276

**Published:** 2021-10-26

**Authors:** Minghang Yu, Ziyang Su, Xuefeng Huang, Xi Wang

**Keywords:** NK cell, Ezh2, maturation trajectory, cytotoxic function, AP-1, scRNA-seq

## Abstract

Natural killer (NK) cells are lymphocytes primarily involved in innate immunity and exhibit important functional properties in antimicrobial and antitumoral responses. Our previous work indicated that the enhancer of zeste homolog 2 (Ezh2) is a negative regulator of early NK cell differentiation and function through trimethylation of histone H3 lysine 27 (H3K27me3). Here, we deleted Ezh2 from immature NK cells and downstream progeny to explore its role in NK cell maturation by single-cell RNA sequencing (scRNA-seq). We identified six distinct NK stages based on the transcriptional signature during NK cell maturation. Conditional deletion of Ezh2 in NK cells resulted in a maturation trajectory toward NK cell arrest in CD11b SP stage 5, which was clustered with genes related to the activating function of NK cells. Mechanistically, we speculated that Ezh2 plays a critical role in NK development by activating AP-1 family gene expression independent of PRC2 function. Our results implied a novel role for the Ezh2-AP-1-Klrg1 axis in altering the NK cell maturation trajectory and NK cell-mediated cytotoxicity.

## Introduction

Natural killer (NK) cells are lymphocytes belonging to innate immunity with effector functions, including roles as cytolytic effectors and potent producers of cytokines (1–3). In the bone marrow (BM) of mice, the NK cell lineage derives from common lymphoid progenitors (CLPs) through the acquisition of CD122 expression (4). After acquiring NK1.1 and CD49b surface expression, murine NK cells can further develop to maturity (4, 5). NK cell maturation *in vivo* follows the pathway CD11b^low^CD27^high^ (CD27 single positive, CD27 SP) → CD11b^high^CD27^high^ (CD11b CD27 double positive, DP) → CD11b^high^CD27^low^ (CD11b single positive, CD11b SP) (6). CD11b^high^ NK cells display potent effector functions compared with CD27^high^ NK cells (6). Klrg1 is a marker of terminal maturation acquired by NK cells (7, 8). Interestingly, Scott *et al.* found that Klrg1 is a C-type lectin-like inhibitory receptor with an immune receptor tyrosine-based inhibitory motif in its cytoplasmic domain during the activation of mouse NK cells (9). Masayuki *et al.* found that *Klrg1* binds to members of the classical cadherin family and inhibits NK cell cytotoxicity (10). The Klrg1^+^ ILC2 pool has recently been shown to be impaired in mice deficient in BATF, a member of the AP-1 superfamily (11), implying a potential role of the AP-1 superfamily in the regulation of the Klrg1^+^ lymphocyte population.

Ezh2 is the catalytic subunit of polycomb repressive complex 2 (PRC2) (12) and has been traditionally known to mediate histone H3K27 trimethylation, a hallmark of silent chromatin (13). However, Ezh2 also promotes gene expression in cancer cells without being dependent on its methyltransferase activity. Ezh2 activates gene expression based on a transactivation domain (TAD) capable of interacting with components of the active transcription machinery (14). Shi B et al. found that Ezh2 physically binds to estrogen receptor α (ERα), β-catenin, and mediators to transactivate promoters of downstream genes in MCF-7 ER-positive breast cancer cells (15). In addition, Jung et al. also showed that the PRC2-independent interaction between Ezh2 and PAF (PCNA-associated factor) mediates activation of β-catenin target genes in colon cancer cells (16). We previously reported that deletion or inhibition of Ezh2 in hematopoietic stem and progenitor cells (HSPCs) enhanced NK cell commitment and cytotoxicity against tumor cells (17). However, whether Ezh2 regulates NK cell development and function at a later stage and how Ezh2 exerts its biological activity remain elusive.

In this study, NK cell maturation was divided into six detailed stages at the transcriptome level from early CD27 SP stage 1 to Klrg1 high stage 6. We further showed that altered NK-mediated cytotoxic function is intrinsically associated with altered developmental processes. Furthermore, *Ezh2^-/-^* NK cells followed a maturation trajectory toward arrest in CD11b SP stage 5. We found that the Klrg1 high stage corresponded to a late population to the CD11b SP stage. *Itgam* is clustered with genes known to enhance NK cell cytotoxic function through a pseudotemporal expression pattern (18–20), while *Klrg1* shows the opposite orientation (21–24). Furthermore, we found that the transcriptional levels of AP-1 family members were consistently downregulated in *Ezh2*-deficient NK cells. Motifs distributed across promoters of genes from the AP-1 superfamily are most similar to the estrogen-related receptor (ERR) family binding site. In conclusion, our results implied a novel role for the Ezh2-AP-1-Klgr1 axis in altering the NK cell maturation trajectory and enhancing NK cell-mediated cytotoxicity.

## Materials And Methods

### Mice

*Ezh2^fl/fl^* mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). *Ncr1^iCre^* mice were purchased from Beijing Biocytogen (Beijing, China). To generate Ezh2 deletion in NK cells, *Ezh2^fl/fl^* mice were crossed with *Ncr1^iCre^* mice to obtain *Ezh2^fl/fl^;Ncr1^iCre^* mice (*Ezh2^ΔNK^*). All mice were housed in a specific pathogen-free facility for use according to the guidelines for experimental animals at Capital Medical University. All animals used were C57BL/6 mice aged 6 to 8 weeks.

### NK Cell Separation, Library Construction, and Sequencing

Spleens were mechanically disrupted in PBS, and single-cell suspensions were prepared as described previously (17). For cell sorting, bulk spleen cells were used to isolate CD45^+^CD3^-^CD19^-^NKp46^+^NK1.1^+^ cells for scRNA-seq experiments by the BD FACSAria III instrument, and the purity was generally above 95%. Library construction was performed using a BD Rhapsody™ Single-Cell Analysis System following a standard protocol provided by the manufacturer (BD Biosciences) (25). RNA sequencing was performed on an Illumina HiSeq 2500 machine with a sequencing depth of at least 50,000 reads per cell.

### ScRNA-seq Data Analysis

Sequenced reads were aligned to the GRCm38 murine transcriptome, and then the expression of transcripts in each cell was quantified using the BD™ Rhapsody Whole Transcriptome Assay Analysis Pipeline. Downstream analyses were implemented using R (v4.0.2) and the package iCellR. Low-quality cells were excluded in the initial quality control (QC) step by removing cells with fewer than 500 genes expressed or more than 2,400 genes. We also removed cells with mitochondrial transcript contents greater than 5%. As a result, 2,584 *Ezh2^-/-^* NK cells and 2,612 WT NK cells were retained, and 2,584 WT NK cells were selected to achieve equal group numbers for further analysis. 

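Few cells of either library met all 3 limits. Of the 9476 WT cells in the deposited counts, 354 (3.74%; 95% exact binomial interval 3.36 to 4.14%) had 500 to 2400 genes and at most 5% mitochondrial UMIs. Of the 11145 *Ezh2*-deficient cells, 407 (3.65%; 3.31 to 4.02%) did. A UMI is a single counted molecule, and every interval here and further on covers counting error only.
Mitochondrial transcripts, which stay in a damaged cell while other RNA leaks out, set most cells aside. Their share was above 5% in 92.0% of the WT cells and in 80.2% of the *Ezh2*-deficient cells. Fewer than 500 genes were found in 52.3% of the WT cells and in 73.2% of the *Ezh2*-deficient cells, and more than 2400 genes in 11 and 3 cells. Cells with 500 to 2400 genes but too high a mitochondrial share made up 43.9% of the WT library and 23.1% of the *Ezh2*-deficient library. A wider set with 500 to 2400 genes and no mitochondrial limit, chosen after the data were seen, held 4513 WT cells (47.6%) and 2980 *Ezh2*-deficient cells (26.7%). Values come from the cells that met all 3 limits, except where this wider set is named.

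**Figure D1:**
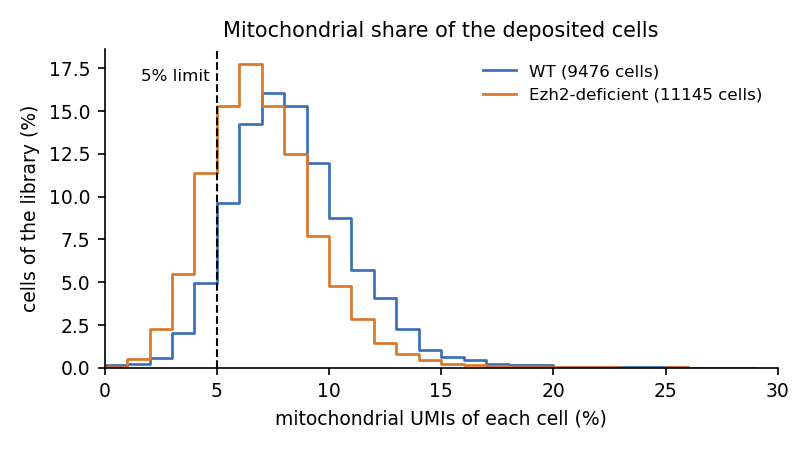
Share of the cells of each library (%, vertical axis) in each 1% step of mitochondrial UMIs per cell (horizontal axis), for all deposited cells, with the 5% limit dashed. The median share was 8.14% in WT cells and 6.84% in Ezh2-deficient cells, both above the limit; 106 and 72 cells above 30% are not drawn.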

The function norm.date (norm.method = “ranked.glsf”, top.rank = 500) was applied for data normalization.

### Dimension Reduction, Unsupervised Clustering, Cell Type Prediction, and Developmental Trajectory Inference

Variable genes were selected by the make.gene.model function (dispersion.limit = 1.5, base.mean.rank = 500, no.mito.model = T, mark.mito = T, interactive = F). Ribosomal genes were removed. Then, the variable genes were used for PCA implemented with the run.pca function. Next, we selected PCs 1–10 as input for tSNE and UMAP analyses or 1–20 for KnetL analysis. Cells were clustered with iCellR’s iclust function. Marker genes were identified by the findMarkers function (fold.change = 1.5, padjval = 0.1), and then top markers were determined (marker.genes, topde = 10, min.base.mean = 0.05, filt.ambig = F). Cell type prediction was performed by the cell.type.pred function (immgen.data = “uli.rna”, gene = maerker.genes, plot.type = “point.plot”, top.cell.types =10) based on the ImmGen Ultra Low Input (ULI) RNA-seq dataset. Pseudotime was generated with Monocle v2 to infer the potential lineage differentiation trajectory based on the iCellR object.

### Identification of DEGs, Pathway Enrichment, Network Construction, and Molecular Complex Detection

DEG analysis was carried out in iCellR. We used the iCellR function run.diff.exp to identify DEGs between *Ezh2^fl/fl^* and *Ezh2^ΔNK^* cells within each stage. DEGs with padj < 0.05 were taken for further analysis. Identification of pathway and network enrichment and the MCODE algorithm were executed using Metascape (26) (http://metascape.org/). Accordingly, p-values were calculated based on the accumulative hypergeometric distribution, and q-values were calculated using the Banjamini–Hochberg procedure to account for multiple comparisons. Kappa scores were used as the similarity metric when performing hierarchical clustering on the enriched terms, and subtrees with a similarity > 0.3 were considered a cluster.

### Gene Motif Analysis

The putative promoter sequence was obtained from mm10 of the UCSC genome and then submitted to the Multiple Expectation Maximization for Motif Elicitation (MEME) *de novo* motif detection tool (meme mocular_complex.txt -dna -oc. -nostatus -time 14400 -mod zoops -nmotifs 10 -minw 6 -maxw 50 -objfun classic -revcomp -markov_order 0) and the Tool for Motif to Motif comparison (TOMTOM) (tomtom -no-ssc -oc. -verbosity 1 -min-overlap 5 -mi 1 -dist pearson -evalue -thresh 10.0 -time 300 query_motifs db/JASPAR/JASPAR2018_CORE_vertebrates_nonredundant.memedb/MOUSE/uniprobe_mouse.meme) for comparison with known motifs.

### Coexpression Network Construction

The WGCNA package of R software was applied to uncover correlations among genes. The gene expression matrix for each condition was extracted from iCellR. The power of β was set with the pickSoftThreshold function. The following analysis proceeded according to the official document provided by Dr. Jeremy Miller (https://horvath.genetics.ucla.edu/html/CoexpressionNetwork/JMiller/).

## Results

### NK Cells Were Separated Into Six Developmental Stages

Our previous research showed that Ezh2 is a negative regulator of NK cell differentiation and function (17). However, the role of Ezh2 in regulating NK cell maturation remains unclear. To determine the role of Ezh2 in NK cell maturation, we sorted NK cells from the spleens of *Ezh2^fl/fl^* and *Ezh2^ΔNK^* mice to study the developmental heterogeneity of NK cells at the single-cell level using the BD Rhapsody single-cell gene expression system. 

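The data are 1 library of NK cells from *Ezh2 fl/fl* spleens (WT) and 1 from *Ezh2 ΔNK* spleens, sorted as CD45+CD3-CD19-NKp46+NK1.1+ cells. With 1 library per condition there is no replicate spread, so no test was run and a difference between the libraries cannot be separated from a difference between animals or preparations.
*Ezh2*, the histone H3K27 methyltransferase of polycomb repressive complex 2, lies on chromosome 6 of GRCm38 from 47530139 to 47595341. It had 27 UMIs in WT cells and 23 in *Ezh2*-deficient cells, or 58.0 and 56.1 CPM (UMIs scaled to a library total of 1000000), a log2 ratio of -0.05 (95% interval -0.92 to 0.81). In the wider set it had 513 and 145 UMIs, or 74.0 and 41.2 CPM, a log2 ratio of -0.84 (-1.12 to -0.57). The assay captures poly(A) tails and counts mostly the 3′ ends of transcripts, and the paper's text does not name the deleted exons. A transcript that lacks them can still be counted, so these values do not check the deletion.
The deposited tables hold UMI counts per cell from the BD Rhapsody WTA pipeline on GRCm38, adjusted for UMI errors by the pipeline and given before the study's cell filter. All values are whole numbers. The deposited cells hold 9186129 UMIs in the WT library and 6890989 in the *Ezh2*-deficient library. The cells within all limits hold 465337 and 409733 UMIs, with medians of 1223.5 and 933 UMIs per cell, and the wider set 6936456 and 3515587. The paper states a depth of at least 50000 reads per cell, whereas all values here rest on UMIs.
Levels come from UMIs summed over the cells of a library, with exact Poisson intervals. Ratios are *Ezh2*-deficient over WT, with exact conditional binomial intervals. Gene lists, marker genes, the clustering and the ordering of cells were set before the data were examined, apart from the genes that the paper names, whose values in its tables had been seen. A list is described by its members with at least 30 UMIs over both libraries that were at least 25% higher, at least 20% lower or between. The percentile of its median among 10000 random lists of genes with like levels stands beside the counts.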

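WT cells showed more genes per cell than *Ezh2*-deficient cells. The mean was 820 genes with at least 1 UMI in WT cells and 651 in *Ezh2*-deficient cells. The *Ezh2*-deficient library had fewer UMIs per cell, and the number of genes found in a cell follows its depth. With every cell thinned to 700 UMIs, the means were 510 genes in 348 WT cells and 499 in 403 *Ezh2*-deficient cells, with 6 and 4 shallower cells left out. The wider set had means of 873 and 713 genes, and 493 and 489 after thinning.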

A mean of 1,446 genes per cell among WT NK cells and 1,333 among *Ezh2* ^-/-^ NK cells were detected from 5,168 cells (2,584 in each condition). The KNN-based network graph drawing layout (KNetL) analysis showed higher resolution in unbiased clustering than t-distributed stochastic neighbor embedding (t-SNE) or uniform manifold approximation and projection (UMAP) analyses (**Figure S1**). KNteL analysis showed 13 distinct clusters from both mouse strains based on transcript signatures of WT and *Ezh2^-/-^* NK cells (**Figure 1** and **Figure S2**). 

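Both genotypes contributed to every cluster, and the 2 ends of NK cell maturation could be told apart. Leiden clustering of the 761 cells of both libraries gave 11 clusters of 31 to 98 cells. A cluster was named after a stage, with "-like", when genes of that stage's fixed marker list were raised in it. The Klrg1 high-like cluster held 98 cells and was led by *Rragc*, *Cx3cr1* and *Klrg1*. The CD27 SP-like cluster held 87 cells and was led by *Xcl1*, which encodes a chemokine for cross-presenting dendritic cells, *Serpina3g* and *Ctla2a*. No cluster took the CD11b SP-like name, and 9 clusters stayed unnamed. The Klrg1 high-like cluster also met the marker conditions for CD11b SP, but more of its leading genes were Klrg1 high markers. The marker lists of these stages share *Itgam*, *Zeb2*, *S1pr5* and *Cma1*, so the missing name does not show that CD11b SP cells were absent.
The 7493 cells of the wider set gave 14 clusters. Of these, 3 were Klrg1 high-like, 2 were CD27 SP-like, 1 was ILC1-like, 1 was led by macrophage genes, 1 was proliferating-like and 6 stayed unnamed. An unnamed cluster of 871 cells had *Nr4a1*, *Ccl3*, *Ccl4*, *Ifng* and *Egr1* among its leading genes, genes that activated NK cells express. The layout and clustering functions of the study were not available, so clusters and names were rebuilt, and a difference in number from the study may come from that.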

The distributions of *Cd27*, *Itgam*, and *Klrg1* followed a counterclockwise pattern in the KNetL plot. Each cluster was independently compared to the ImmGen Ultra Low Input (ULI) RNA-seq dataset, which contained a total of 157 cell types, using a hypergeometric test. The top 10 predicted cell type for each cluster was then exhibited (**Figure S3**). 

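Genes of NK cells were abundant and genes of other lineages were rare in both libraries. *Ncr1*, which encodes the NKp46 receptor used in the sort, lies on chromosome 7 of GRCm38 from 4337724 to 4345164. Its level was 1726 CPM in WT cells and 1252 in *Ezh2*-deficient cells, a log2 ratio of -0.46 (95% interval -0.63 to -0.30). The *Ezh2*-deficient mice carry the *Ncr1 iCre* allele, so a difference in *Ncr1* cannot be separated from an effect of that allele. *Klrb1c*, which encodes NK1.1, had 1889 and 1840 CPM. *Cd3e*, part of the T cell receptor complex, had a UMI in 0 of 354 WT cells and 0 of 407 *Ezh2*-deficient cells. Taken as room for 3 cells, this allows shares of up to 0.847% and 0.737%, and the exact 95% intervals reach 1.04% and 0.902%. *Cd79a*, part of the B cell receptor, and *S100a8*, a neutrophil gene, also had none. *Lyz2*, a gene of monocytes and macrophages, had a UMI in 1 WT cell and 2 *Ezh2*-deficient cells. *Hbb-bs*, the hemoglobin gene of red blood cells, had a UMI in 14 WT cells and 2 *Ezh2*-deficient cells.
The wider set also held 2 small clusters with marker genes of other cells. An ILC1-like cluster of 405 cells, named by *Il7r*, *Cxcr6* and *Tmem176a*, had 193 CPM of *Eomes*, the T-box factor of NK cells that type 1 innate lymphoid cells lack. It kept 1543 CPM of *Ncr1*. A cluster of 206 cells with macrophage genes had 274 CPM of *Csf1r*, the receptor for the macrophage growth factor, and 12922 of *Gzma*, the gene of granzyme A.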

All clusters were predicted to be likely NK cells and retained for further analysis. 

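*Cd27* was scarce, and its level was lower in the *Ezh2*-deficient library. *Cd27* encodes a receptor of the tumor necrosis factor receptor family that marks immature NK cells, and it lies on chromosome 6 of GRCm38 from 125232622 to 125237010. It had 29 UMIs in WT cells and 11 in *Ezh2*-deficient cells, or 62.3 and 26.8 CPM, a log2 ratio of -1.21 (95% interval -2.36 to -0.17). Its levels in the wider set were 89.0 and 63.4, a log2 ratio of -0.49 (-0.72 to -0.26). *Cd27* reached 143 CPM in a CD27 SP-like cluster of 708 cells of the wider set, which was led by *Cd3g*, *Cd3d* and *Kit*. The first 2 are on the fixed list of T cell markers, though NK cells also express *Cd3g*. At resolution 1.5 a cluster of 287 WT and 324 *Ezh2*-deficient cells led by *Gpr55*, *Cxcl10*, *Cd3g*, *Cd3d* and *Kit* took the T cell name. *Cd3e* had a UMI in only 13 of 4513 WT and 9 of 2980 *Ezh2*-deficient cells of the wider set, and the sort took CD3- cells. The T cell name is therefore doubtful for most of these cells, and their stage is uncertain. *Cd27* reached 124 in a CD27 SP-like cluster of 868 cells led by *Thy1*, *S1pr1* and *Cd28*. *Cd27* is among the marker genes that gave these clusters their name. Within all limits, the CD27 SP-like cluster had 8 UMIs of *Cd27*, or 74.0 CPM, and an unnamed cluster had 13, or 113 CPM, so *Cd27* alone does not mark it.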

We found that Cluster 1 showed the highest *Cd27* expression and little *Itgam* expression; thus, this cluster was considered indicative of stage 1 (early CD27 SP NK cells). 

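*Itgam* was found throughout the sorted cells and was low in the ILC1-like cluster and in 1 of the 2 CD27 SP-like clusters of the wider set. *Itgam* encodes CD11b, an integrin chain that NK cells gain as they mature, and it lies on chromosome 7 of GRCm38 from 128062640 to 128118491. Its level was 677 CPM in WT cells and 759 in *Ezh2*-deficient cells, a log2 ratio of 0.17 (95% interval -0.07 to 0.40), a difference not detectable at this depth. In the wider set the levels were 490 and 630, a log2 ratio of 0.36 (0.28 to 0.44). The 2 CD27 SP-like clusters of the wider set, which *Itgam* did not help to name, differed in it. The cluster led by *Thy1* had 455 CPM of *Itgam*, and the cluster led by *Cd3g*, *Cd3d* and *Kit* had 143, near the 139.9 of the ILC1-like cluster.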

CD11b expression was initiated in Cluster 2 and Cluster 5 and then defined as corresponding to stage 2 (late CD27 SP NK cells). Stage 3 (early DP NK cells) and stage 4 (late DP NK cells) NK cells were identified based on the expression densities of *Itgam* and *Cd27* (**Figure S4**). Initiation of *Klrg1* expression occurred in stage 4. 

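*Klrg1* was present at a low level in early cells and was highest at the late end of the order of cells. *Klrg1* encodes an inhibitory lectin-like receptor of the most mature NK cells. All cells were ordered by the first principal component of the other genes that the paper assigns to stages or groups with *Itgam* and *Klrg1*, leaving out *Cd27*, *Itgam* and *Klrg1* themselves, and divided into 10 bins of equal size. *Klrg1* had 39.1 CPM in the earliest bin and 265 in bin 4, where *Cd27* still had 60.3. It had 482 in bin 8 and 831 in bin 10. *Klrg1* went from 30.6 CPM in the earliest bin of the wider set to 678 in its last.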

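*Cd27* was highest in the earliest cells of the order and was not found in the latest. It had 137 CPM in bin 1, 94.1 in bin 2 and 22.2 in bin 5. Bins 9 and 10 held 0 UMIs of *Cd27*, which leaves room for up to 45.9 and 44.4 CPM (upper 95% limits). *Tcf7*, which encodes the transcription factor TCF1 of early NK cells, took part in the ordering and went from 479 CPM in bin 1 to 0 UMIs in bins 9 and 10. With the higher counts of the wider set, *Cd27* still had 14.5 CPM in bin 10, against 144 in bin 1.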

*Cd27* expression was mostly lost since stage 5 (CD11b SP NK cells), which consisted of Clusters 6, 8, and 10. Clusters within stage 5 undergo a process of diminishing *Cd27* expression, increasing *Itgam* expression, and steady but relatively moderate expression of *Klrg1* in the order of Cluster 10 → Cluster 6 → Cluster 8 (**Figure S4**). Clusters 11, 12, and 13 corresponded to stage 6 terminal CD27^-^CD11b^high^Klrg1^high^ NK cells (Klrg1 high NK) (**Figure 1B** and **Figure S4**). 

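The 3 Klrg1 high-like clusters of the wider set carried the most *Klrg1* of all 14 clusters, and *Klrg1* is one of the genes that name them, so the naming itself favors this. They held 1178, 705 and 356 cells and had 669, 357 and 433 CPM of *Klrg1*. The other clusters had between 65.3 and 261. *Cd27*, which did not help to name them, had 20.7, 48.1 and 53.3 CPM there. *Itgam*, another naming gene, had 872, 750 and 672. *Zeb2*, which encodes a repressor needed for terminal NK cell maturation and is also a naming gene, was at its highest in the largest of them, at 491 CPM. The first of these clusters was led by *Cx3cr1*, *Kcnj8* and *Hbb-bs*, and the last by *Serpinb9b*, *Echs1* and *Hist1h1c*.

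**Figure D2:**
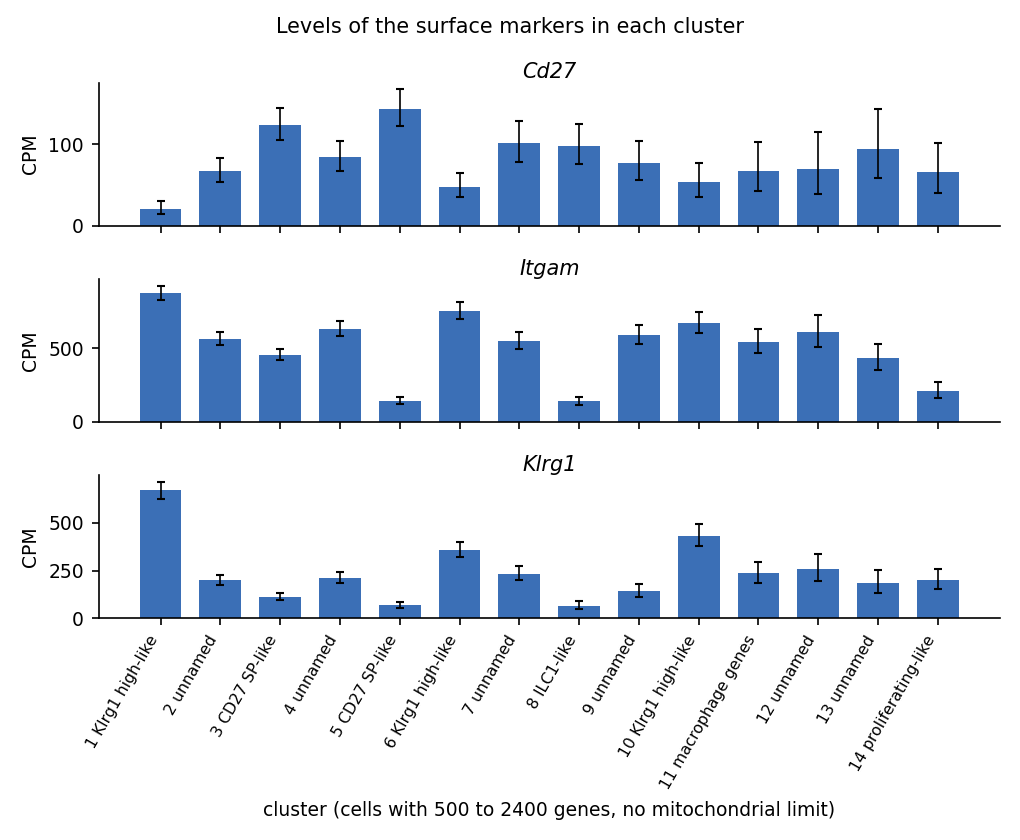
CPM of Cd27, Itgam and Klrg1 (vertical axes) in each of the 14 clusters of the wider set (horizontal axis), both libraries together, with 95% Poisson intervals. Klrg1 is highest in cluster 1, at 669.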

We identified 57 marker genes across stages, and these genes separated the stages into two tendencies (**Figure 1C**). 

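Early and late genes opposed each other across the sorted cells, and 5 of 7 measured early genes were lower in the *Ezh2*-deficient library. The first principal component used for the ordering took 14.3% of the variance of its genes. The 8 early genes *Ltb*, *Emb*, *Thy1*, *Xcl1*, *Tcf7*, *Cxcr3*, *Ccr2* and *Ctla2a* had negative loadings, from -0.11 for *Ltb*, which encodes lymphotoxin beta, to -0.30 for *Ccr2*, the receptor for the chemokine CCL2. The late genes *Ly6c2*, *Cma1*, *Gzma*, *Rap1b* and *Klra9* had positive loadings, from 0.19 for *Klra9* to 0.40 for *Gzma*.
Of the 8 early genes, 7 were measured: 5 were lower in the *Ezh2*-deficient library, 2 were between and none was higher. Their median log2 ratio was -0.48, at percentile 0.06 of random lists. *Ccr2* had 1025 CPM in WT cells and 532 in *Ezh2*-deficient cells, a log2 ratio of -0.95 (95% interval -1.18 to -0.71). *Emb*, which encodes an adhesion protein, had a log2 ratio of -1.28 (-2.20 to -0.42), and *Thy1*, a surface protein of immature NK cells, -0.82 (-1.39 to -0.27). *Tcf7* had 0.01 (-0.65 to 0.66). Of the 7 late genes, *Itgam* and *Klrg1* included, 2 were higher, 5 were between and none was lower, with a median of 0.19 at percentile 98.3. *Ly6c2*, which encodes a Ly6C surface protein of mature NK cells, had 898 and 1289 CPM, a log2 ratio of 0.52 (0.33 to 0.71). The paper chose both lists on these libraries.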

Stages 1–3 demonstrated higher transcriptional levels of *Ltb, Emb, Thy1, Xcl1, Tcf7, Cxcr3, Ccr2*, and *Ctla2a*, while stages 3–6 showed augmented levels of *Ly6c2, Cma1, Gzma, Itgam, Klrg1, Rap1b*, and *Klra9*. (**Figure 1C**). 

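*Itgam* came up early in the order of cells and *Klrg1* late. *Itgam* first reached 50% of its highest bin in bin 3 of 10, at 608 CPM. *Klrg1* did so in bin 8, which is 5 bins later (95% interval 1 to 7 from resampled counts). In the earliest bin, *Itgam* already had 460 CPM. With 20 bins in place of 10, *Itgam* reached that level in bin 2 and *Klrg1* in bin 15, 13 bins later. Neither gene took part in the ordering. The ordering genes include those that the paper grouped with *Itgam* and with *Klrg1* on these libraries, so this order is no separate evidence for its result.

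**Figure D3:**
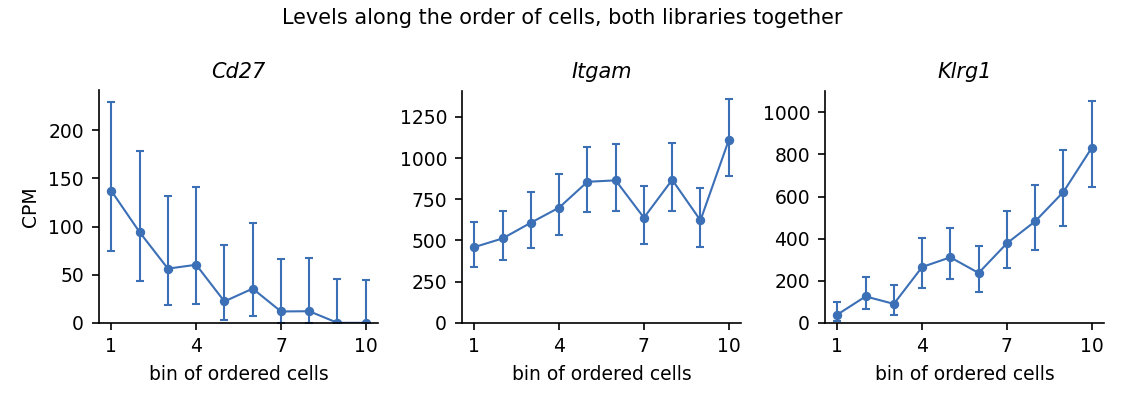
CPM of Cd27, Itgam and Klrg1 (vertical axes) in 10 bins of cells ordered from early to late (horizontal axis), for cells within all limits of both libraries, with 95% Poisson intervals. Itgam is above 50% of its highest bin from bin 3 and Klrg1 from bin 8.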

Of note, we found that initiation of *Klrg1* transcription might be a late molecular event for *Itgam* (**Figure 1D**). In conclusion, we merged unbiased clusters into six stages—early CD27 SP, late CD 27 SP, early DP, late DP, CD11b SP, and Klrg1 high—based on the transcriptional levels of the conventional surface markers of NK cell development.

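With the fixed marker genes, 2 of the stages could be named among the cells within all limits. CD27 SP-like cells made up 12.7% of WT cells (95% exact interval 9.43 to 16.6%) and 10.3% of *Ezh2*-deficient cells (7.54 to 13.7%). Klrg1 high-like cells made up 13.3% (9.92 to 17.3%) and 12.5% (9.47 to 16.1%). Cells without a name made up 74.0% and 77.1%. *Gzmb*, which encodes granzyme B, is no marker of Klrg1 high cells in the fixed list. It had 2639 CPM in the Klrg1 high-like cluster and 1202 in the CD27 SP-like cluster. Cells of this depth were simulated from the summed counts of classes named in the wider set. Among these, the naming found 43.6% of Klrg1 high cells and 64.4% of CD27 SP cells, so these shares miss many cells of both stages. It also gave these names to 13.1% and 7.67% of the other simulated cells. The Klrg1 high-like shares of 13.3% and 12.5% are near that 13.1%, so they cannot size this stage.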

**Figure 1:**
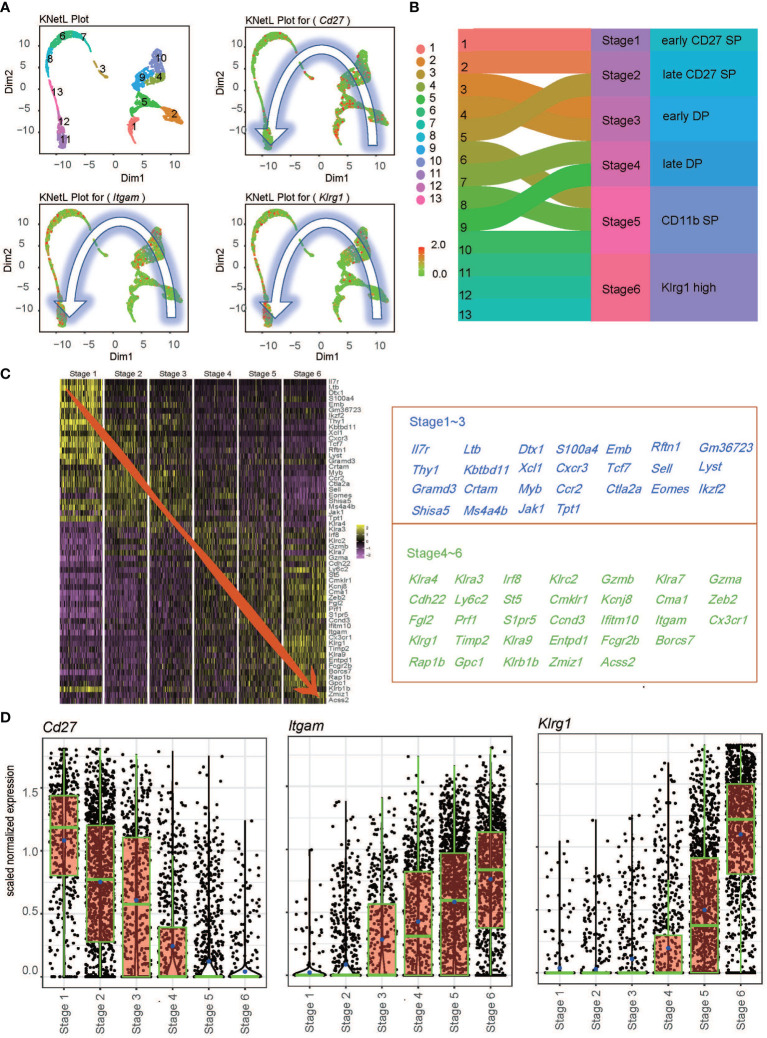
Transcriptional levels of conventional surface markers across the single-cell transcriptional profile. **(A)** Expression of Cd27, Itgam, and Klrg1 across 13 clusters defined by KnetL. The color key indicates iCellR imputed gene expression values. **(B)** Merging strategy based on the expression of Cd27, Itgam, and Klrg1 across 13 clusters. **(C)** Heatmap of the top 10 marker genes within the six stages (left) and gene list (right). **(D)** Boxplots demonstrate the expression of Cd27 and Klrg1 in each newly merged NK stage.

### Differential Cytotoxic Functions in *Ezh2*-Deficient NK Cells Were Intrinsically Associated With Alteration in the Developmental Process

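By the rule of size, 6 genes were lower in the *Ezh2*-deficient library and 1 was higher. Among 817 genes with at least 200 UMIs, 7 had an interval wholly beyond 1.5-fold, with the same direction in every class of cells that held 20 of their UMIs. The 6 lower genes were *Dusp1*, *Klra3*, *Ccr2*, *S100a6* and the ribosomal protein genes *Rpl27a* and *Rps25*, and the higher gene was *Papola*. *Klra3*, which encodes the inhibitory receptor Ly49C, had 900 CPM in WT cells and 461 in *Ezh2*-deficient cells, a log2 ratio of -0.96 (95% interval -1.22 to -0.71). *S100a6*, a calcium-binding protein gene, had 604 and 322, a log2 ratio of -0.91 (-1.22 to -0.60). *Papola*, the gene of poly(A) polymerase alpha, had 228 and 444, a log2 ratio of 0.96 (0.61 to 1.32).
Table S1 names 48 distinct genes. Of the 24 that the paper lists as lower in *Ezh2*-deficient cells, 19 had a log2 ratio below 0 here, with a median of -0.26: 10 were lower, 2 higher and 12 between. Of the 24 that it lists as higher, 22 were measured and 17 had a log2 ratio above 0, with a median of 0.13: 6 were higher, 1 lower and 15 between. The paper chose these genes on the same libraries. Its stages of single cells could not be rebuilt, so these ratios are over all cells.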

To understand the differential gene expression pattern between WT and *Ezh2^-/-^* NK cells across six stages, we first determined the DEGs in two conditions within each stage (**Table S1**). A meta-analysis workflow (27) was used to combine DEGs between WT and *Ezh2*-deficient NK cells (**Figure 2A**). Interestingly, stage 2 and stage 5/6 shared many genes, implying that transcriptional alterations in stage 2 may have a cumulative effect in later stages. 

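The genes that recur between early and late stages include immediate-early and heat shock genes that were lower in the *Ezh2*-deficient library. In the paper's Table S1, stage 2 lists 26 genes, of which 13 recur at stage 5 and 12 at stage 6. Among those that recur at both are *Fos*, *Jun*, *Junb*, *Dusp1*, *Hspa1b*, *Id2*, *S100a6*, *Tpt1* and *Tmsb4x*. *Tpt1*, the gene of a translation-controlled growth protein, had a log2 ratio of -0.42 (95% interval -0.53 to -0.31) over all cells here. *Tmsb4x*, which encodes the actin-binding thymosin beta 4, had -0.24 (-0.29 to -0.19).
In the wider set, *Fos*, a subunit of the AP-1 transcription factor, had a log2 ratio of -0.42 (-0.54 to -0.29) in CD27 SP-like cells and -0.99 (-1.12 to -0.87) in Klrg1 high-like cells. For *Jun*, the partner of *Fos*, the values were -0.40 (-0.53 to -0.27) and -0.88. The CD27 SP-like class pools 2 clusters that the libraries hold in different proportions. Within the cluster led by *Thy1* and the cluster led by *Cd3g*, *Fos* had -0.61 and -0.42 and *Jun* -0.78 and -0.34. *Dusp1*, a phosphatase gene that ends MAP kinase signals, had -1.32 (-1.64 to -1.02) in the CD27 SP-like class and -1.38 (-1.64 to -1.12) in Klrg1 high-like cells. *Hspa1b*, an HSP70 gene, had -0.93 (-1.18 to -0.69) and -1.56 (-1.78 to -1.35). Within the clusters led by *Thy1* and by *Cd3g*, *Dusp1* had -2.29 (-3.01 to -1.64) and -0.76 (-1.15 to -0.37), and *Hspa1b* had -0.92 and -1.05.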

DEGs of CD11b SP stage 5 were enriched for terms related to natural killer cell-mediated cytotoxicity (ko34650) (**Figure 2B**). 

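Genes of cytotoxic granules went both ways between the libraries. Of 15 measured cytotoxic effector genes, 5 were higher in the *Ezh2*-deficient library, 3 were lower and 7 were between. Their median log2 ratio was 0.05, at percentile 69.7 of random lists. *Ctsd*, the gene of the lysosomal protease cathepsin D, had a log2 ratio of 0.48 (95% interval 0.13 to 0.82), and *Ctsc*, the gene of the protease that activates granzymes, 0.41 (0.02 to 0.79). *Srgn*, which encodes the granule proteoglycan serglycin, had -0.39 (-0.63 to -0.15), and *Serpinb9*, which encodes an inhibitor of granzyme B, -0.49 (-0.75 to -0.22).
Of 19 measured activating receptors and adaptors, 2 were higher, 4 were lower and 13 were between, with a median of -0.12 at percentile 7.96. *Ncr1*, the locus of the *Ncr1 iCre* allele, is among the lower genes. The median was 0.01 in the wider set. *Cd226*, which encodes the adhesion receptor DNAM-1, had a log2 ratio of -1.07 (-1.88 to -0.31), *Fcgr3*, the gene of the Fc receptor CD16, -0.93 (-1.59 to -0.29), and *Klrk1*, the gene of NKG2D, -0.23 (-0.40 to -0.07). Of 13 measured inhibitory receptors, 4 were higher, 1 was lower and 8 were between, with a median of -0.05 at percentile 28.5. *Klra5*, *Cd96*, *Fcgr2b* and *Klrg1* were the higher receptors, of which *Fcgr2b* rests on 32 and 36 UMIs with an interval that includes 0 (-0.37 to 1.09).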

To further understand the biological processes that may influence NK cell cytotoxic function, a subset of enriched terms was selected and rendered as a network plot, where terms with a similarity > 0.3 were connected by edges. We selected the terms with the best p-values from each of the 20 clusters under a constraint of no more than 15 terms per cluster and no more than 250 terms in total. The enrichment network showed that the natural killer cell-mediated cytotoxicity term shared a close relationship with terms related to positive regulation of tumor necrosis factor production and osteoclast differentiation (**Figure 2C**). 

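*Id2* was slightly higher in the *Ezh2*-deficient library, *Ccl3* was lower over all cells but not in every cluster of the wider set, and *Tyrobp* was nearly equal. *Id2*, a transcriptional regulator that innate lymphocytes need to develop, lies on chromosome 12 of GRCm38 from 25093799 to 25097140. It had 2246 CPM in WT cells and 2582 in *Ezh2*-deficient cells, a log2 ratio of 0.20 (95% interval 0.08 to 0.33). *Ccl3*, which encodes a chemokine that activated NK cells release, lies on chromosome 11 from 83647844 to 83649355. It had 1057 and 820 CPM, a log2 ratio of -0.37 (-0.57 to -0.16). Its log2 ratio in the wider set was -0.12 (-0.18 to -0.06). It was above 0 in an unnamed cluster of 779 cells, at 0.46 (0.24 to 0.68), in a Klrg1 high-like cluster of 705 cells, at 0.66 (0.40 to 0.92), and in the ILC1-like cluster, at 0.31 (0.01 to 0.61). Within the 2 CD27 SP-like clusters it was 0.20 (-0.05 to 0.45) and 0.11 (-0.06 to 0.29). The cluster with the most *Ccl3*, 2199 CPM, held 14.6% of WT and 7.08% of *Ezh2*-deficient cells, so the ratio over all cells partly reflects that mix. *Tyrobp*, which encodes the signalling adaptor DAP12, lies on chromosome 7 from 30413760 to 30417585. It had 2037 and 1838 CPM, a log2 ratio of -0.15 (-0.29 to -0.01). With *Cd27*, *Ezh2*, *Ncr1* and the scarce *Batf*, these genes form the list of other genes named in the paper. Of its 6 measured members, 3 were lower, among them *Ncr1* with the *Ncr1 iCre* allele, and 3 were between, with a median of -0.26 at percentile 7.07.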

Of note, genes enriched in the osteoclast differentiation term, such as *Id2* (28), *Ccl3* (24), and *Tyrobp* (29), have been reported to also promote NK cell development (**Figure 2D**). These results suggested that the differential cytotoxic functions of NK cells may share intrinsic connections with an altered development process.

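Among genes of NK cell development, *Tbx21* and *S1pr5* were higher in the *Ezh2*-deficient library, and *Ccl4* and *Ifng* were lower over all cells. Of 23 measured transcription factors of NK cells, 4 were higher, 2 were lower and 17 were between, with a median log2 ratio of 0.11 at percentile 90.4 of random lists. *Tbx21*, which encodes T-bet, a factor of late NK cell maturation, had a log2 ratio of 0.75 (95% interval 0.43 to 1.09). *Eomes*, which encodes a factor of early NK cell identity, had -0.31 (-0.55 to -0.08). *Hopx*, a homeodomain gene of effector lymphocytes, had -0.69 (-1.20 to -0.19).
Of 18 measured genes of migration and adhesion, 4 were higher, 4 were lower and 10 were between, with a median of -0.07 at percentile 19.7. Its sign was positive in the wider set, at 0.06. *S1pr5*, the receptor by which mature NK cells leave tissues, had a log2 ratio of 0.75 (0.47 to 1.03). Of 6 measured chemokines and cytokines, 3 were lower, 3 were between and none was higher, with a median of -0.34 at percentile 1.09. Of 11 measured in the wider set, 5 were lower, 1 was higher and 5 were between, with a median of -0.12 at percentile 4.25, and all deposited cells gave -0.08 at percentile 6.95. *Ccl4* had -0.46 (-0.67 to -0.25) and *Ifng*, the gene of interferon gamma, -0.53 (-1.03 to -0.04). Both are leading genes of a cluster of the wider set that held 14.6% of WT and 7.08% of *Ezh2*-deficient cells, so these ratios may partly reflect that mix. The direction of *Ccl4* varied by cluster, with -0.55 (-0.72 to -0.39) in that cluster and 0.46 (0.19 to 0.72) in an unnamed cluster of 779 cells. Of 10 measured cytokine receptors, 1 was higher, 1 was lower and 8 were between, with a median of -0.04 at percentile 37.2 that changed sign, to 0.15, in the wider set.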

**Figure 2:**
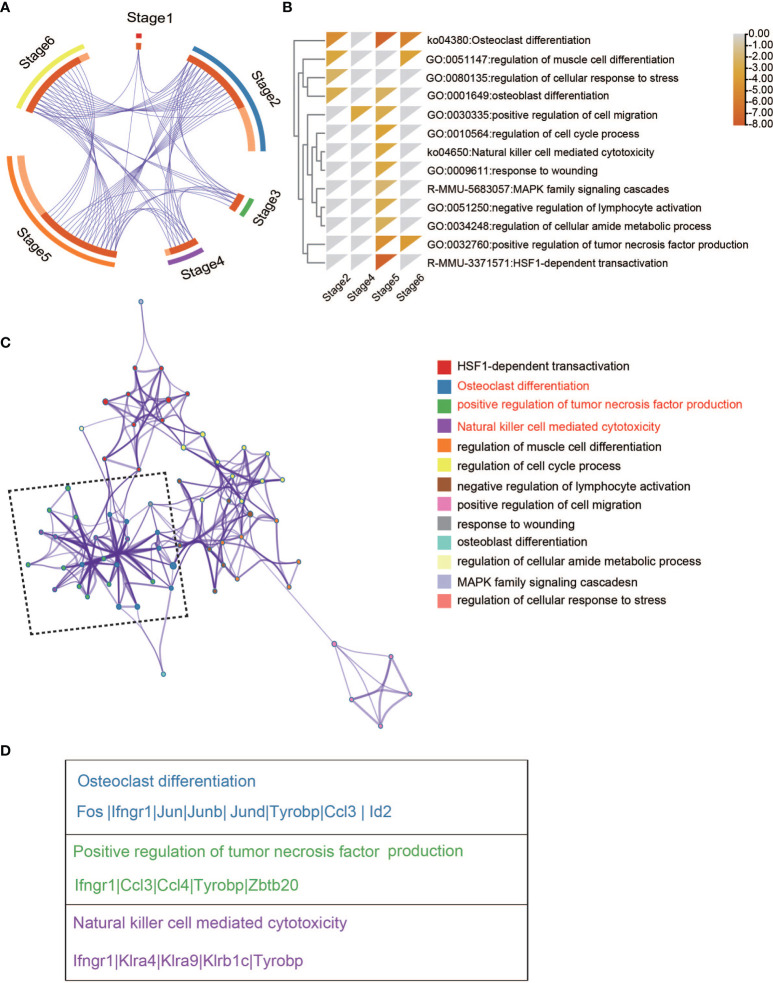
Enriched pathway network of DEGs between WT and Ezh2-/-NK cells. **(A)** Overlap between gene lists, where purple curves link identical genes. **(B)** Heatmap of enriched terms across input gene lists colored by p-values. **(C)** Network of enriched terms colored by cluster ID, where nodes sharing the same cluster ID are typically close to each other. **(D)** Gene lists of indicated pathways and processes.

### Maturation Trajectory of *Ezh2* ^-/-^ NK Cells Arresting in CD11b SP Stage 5

To explore the differential development process between WT NK cells and *Ezh2*-deficient NK cells, we used Monocle2 pseudotime analysis to simulate the maturation trajectory based on the marker gene in **Figure 1**. Cells from each of the six stages were assigned to the pseudotime trajectory with five states and two trajectories (**Figure 3A**). The pseudotime progression indicated the maturation order (**Figure 3B**). WT NK cells took advantage in trajectory 1, and *Ezh2^-/-^* NK cells dominated trajectory 2 (**Figures 3C, F**). 

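The genes that set the order of cells include early genes that were lower in the *Ezh2*-deficient library, such as *Ccr2*, *Emb* and *Thy1*, and late genes that were higher, such as *Ly6c2*, *Cx3cr1* and *Fgl2*. A later position of its cells, or a larger share of them in late bins, therefore partly restates those differences and is no separate evidence. The median position, in percent of all cells from early to late, was 44.1 for WT cells and 55.2 for *Ezh2*-deficient cells. It was 46.0 and 56.4 in the wider set. At the late end stood cells with *Cx3cr1*, the receptor for fractalkine on mature NK cells. It took part in the ordering and went from 0 UMIs in the earliest bin to 386 CPM in bin 9 and 1108 in bin 10. The order is a single line built without branches, because the trajectory tool of the study was not available, so its 2 trajectories could not be set against each other.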

The root point of trajectory 1 (up, state 1,5) is obvious upright as stage 1 mostly resided here. Based on this root point, the pseudotime dictated that the up-left side of trajectory 1 corresponded to the most mature population, which was dominated by stage 6. The cells in stage 2 to stage 5 spread across the trajectory from right to left. Trajectory 1 shows a classical process of NK cell maturation (**Figures 3D, E**). However, trajectory 2 (down, state 3, 4) seemed to skip stage 1 in the down-right. 

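Early cells were present in both libraries, at shares that depended on how early cells were defined. *Ezh2*-deficient cells made up 41.6% (95% exact interval 30.4 to 53.4%) of the earliest bin, against 407 of all 761 ordered cells. Of the wider set, they made up 36.0% (32.6 to 39.6%) of the earliest bin, against 2980 of all 7493 cells. The share of CD27 SP-like cells differed by -2.39 percentage points (-7.06 to 2.14), *Ezh2*-deficient minus WT, and this depended on the clustering. Among the same cells it was -6.55 (-13.1 to -0.036) at resolution 0.6, -2.77 (-8.08 to 2.45) at resolution 1.5, -7.25 (-13.2 to -1.30) with thinned cells, -14.4 (-20.6 to -8.18) with 10 principal components and -0.21 (-4.75 to 4.23) without any marker. The CD27 SP-like cluster of the wider set led by *Thy1* held 14.1% of WT and 7.82% of *Ezh2*-deficient cells. The cluster led by *Kit*, *Cd3g* and *Cd3d* held 7.40% and 12.6%. *Cd27*, *Emb* and *Thy1*, which name these clusters, differ between the libraries themselves. Clustered without any marker gene, the difference for CD27 SP-like cells in the wider set was 4.01 points (2.52 to 5.54), the opposite direction. There 1 cluster took the name, led by *Tcrg-C4*, *Il7r*, *Dtx1* and *Kit*, and none led by *Thy1*, so this value is for a different group of cells. The other clusterings of the wider set gave lower shares: -1.10 points (-2.97 to 0.79) with the markers kept, -4.73 (-6.78 to -2.66) without *Cd27*, *Itgam* and *Klrg1*, -5.20 (-7.44 to -2.94) at resolution 0.6 and -5.90 (-7.24 to -4.54) at resolution 1.5.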

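*Ezh2*-deficient cells were found up to the late end of the order, where *Klrg1* and *Cx3cr1* were highest. They made up 67.1% (95% exact interval 55.4 to 77.5%) of bin 9 and 59.2% (47.3 to 70.4%) of bin 10. Of the wider set, they made up 46.7% (43.1 to 50.4%) of bin 9 and 47.9% (44.3 to 51.6%) of bin 10. The share of Klrg1 high-like cells differed by -0.75 percentage points (-5.61 to 4.01), *Ezh2*-deficient minus WT. Among the same cells the direction turned under other clusterings, to 3.01 (-2.71 to 8.63) at resolution 0.6, 3.76 (-1.02 to 8.45) at resolution 1.5, 1.84 (-2.41 to 5.99) with thinned cells, 7.34 (1.03 to 13.5) with 10 principal components and 7.96 (2.68 to 13.1) with immediate-early and heat shock genes kept. This share was 28.4% of WT and 32.1% of *Ezh2*-deficient cells in the wider set, a difference of 3.65 points (1.53 to 5.79). *Klrg1*, *Ly6c2* and *Cx3cr1*, which name these clusters, differ between the libraries. Clustered without *Cd27*, *Itgam* and *Klrg1*, the difference was 0.10 points (-4.70 to 4.79), and 6.77 (4.87 to 8.70) in the wider set.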

Interestingly, while stages 2, 3, 4, and 5 also spread from down-right state 4 to down-left state 3 in trajectory 2, stage 6 (Klrg1 high) was likely to be aborted in down-left side state 3 since stage 5 (CD11b SP) dominated this root (**Figures 3D, E**).

**Figure 3:**
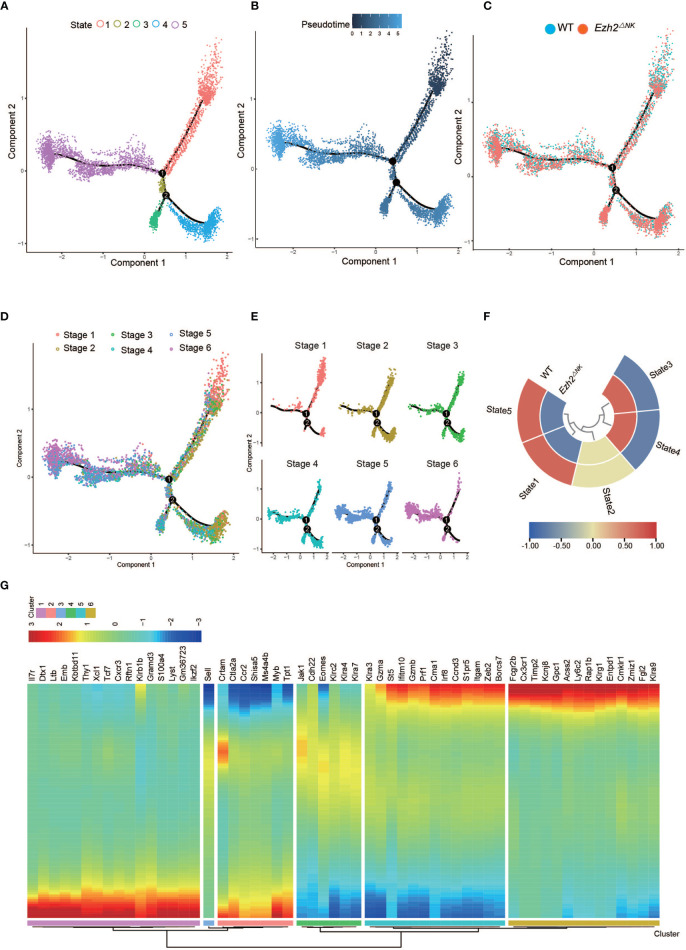
The heterogeneity of relative maturity between WT and Ezh2^ΔNK^ mice. **(A)** The relative maturity along the developmental trajectory is displayed across pseudotime. **(B)** Distribution of five developmental states defined by monocle along the pseudotime trajectory. **(C)** Distribution of all conditions along the pseudotime trajectory. **(D)** Distribution of all NK stages along the pseudotime trajectory. **(E)** Heatmap of normalized cell numbers of each NK stage in the pseudotime trajectory states. **(F)** The compositions of WT and Ezh2^-/-^ NK cells in five states. **(G)** Heatmap showing clustering genes by pseudotemporal expression pattern.

Differential cytotoxic functions in *Ezh2*-deficient NK cells shared intrinsic connections with altered development processes (**Figure 2**). Thus, pseudotime-dependent genes were clustered by pseudotemporal expression patterns. *Itgam* and *Klrg1* were separately grouped into Cluster 5 and Cluster 6, indicating that they followed differential kinetic trends. 

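*Itgam* preceded *Klrg1* in the order of cells of each library, an order that rests partly on genes that the paper grouped with them on these libraries. In WT cells, *Itgam* first reached 50% of its highest bin in bin 2 and *Klrg1* in bin 8, a gap of 6 bins (95% interval 2 to 8). In *Ezh2*-deficient cells, *Itgam* did so in bin 3 and *Klrg1* in bin 7, a gap of 4 bins with an interval that includes no gap (0 to 7). The gap over both libraries was 3 bins (2 to 4) in the wider set, where it was 2 bins (1 to 4) in WT cells and 6 (3 to 6) in *Ezh2*-deficient cells, so which library has the larger gap depends on the set. *Itgam* and *Klrg1* differed in shape as well. *Itgam* had 868 CPM in bin 8 and 622 in bin 9, whereas *Klrg1* was higher in bin 9 than in any bin before it, at 622.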

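*Prf1* was higher and *Gzmb* was lower in the *Ezh2*-deficient library, while *Gzma* and *Irf8* stayed near their WT levels. *Gzma*, which encodes granzyme A, lies on chromosome 13 of GRCm38 from 113093825 to 113100981 and had 15816 CPM in WT cells and 16913 in *Ezh2*-deficient cells, a log2 ratio of 0.10 (95% interval 0.05 to 0.14). *Gzmb*, which encodes granzyme B, an inducer of apoptosis in target cells, lies on chromosome 14 from 56258838 to 56262260. It had 1569 and 1110, a log2 ratio of -0.50 (-0.67 to -0.33). *Prf1*, which encodes the pore-forming perforin, lies on chromosome 10 from 61297833 to 61304680. It had 1038 and 1377, a log2 ratio of 0.41 (0.23 to 0.59). *Irf8*, a transcription factor of antiviral NK cell responses, lies on chromosome 8 from 120736358 to 120756694. It had 554 and 513, a log2 ratio of -0.11 (-0.38 to 0.16).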

Of note, *Gzma, Gzmb, Prf1*, and *Irf8* were clustered with *Itgam* (**Figure 2**), which is associated with NK cell antitumor function (18–20). *Fcgr2b, Fgl2, Cx3cr1*, and *Klra9* (Ly49C) were grouped into Cluster 6 with *Klrg1* (**Figure 2**). 

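*Fgl2* and *Cx3cr1* were higher in the *Ezh2*-deficient library, and *Klra9* slightly so. *Fgl2*, which encodes a secreted immunosuppressive fibrinogen-like protein, lies on chromosome 5 of GRCm38 from 21372642 to 21378374 and had 492 CPM in WT cells and 759 in *Ezh2*-deficient cells, a log2 ratio of 0.63 (95% interval 0.37 to 0.88). *Cx3cr1* lies on chromosome 9 from 119901616 to 120069879 and had 140 and 251, a log2 ratio of 0.85 (0.39 to 1.32). *Klra9*, a gene of the Ly49 receptors for MHC class I, lies on chromosome 6 from 130178675 to 130193112 and had 1949 and 2165, a log2 ratio of 0.15 (0.02 to 0.29). Transcripts of neighbouring *Klra* genes are alike, and short reads may be assigned to the wrong member. *Fcgr2b*, which encodes the inhibitory Fc receptor, lies on chromosome 1 from 170958617 to 170976547 and had 32 and 36 UMIs, a log2 ratio of 0.35 (-0.37 to 1.09) that changed sign, to -0.15, with cells thinned to 1 depth.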

The expression of Fcgr2b, Fgl2, and Ly49C is known to impair the cytotoxic function of NK cells (21–23). Cx3cr1^+^ NK cells have been reported to show less proliferation potential than Cx3cr1^-^ NK cells (30). These results indicate that CD11b SP NK cells may gain a cytotoxic capacity exceeding that of Klrg1-high NK cells. Therefore, these results suggested that deletion of *Ezh2* may restrain the terminal Klrg1-high NK cell pool and lead to enhanced cytotoxicity.

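*Gzma* was more abundant in the 3 Klrg1 high-like clusters of the wider set than in its other clusters, whereas *Gzmb* was highest in an unnamed cluster. Along the order of cells, which *Gzma*, *Gzmb* and *Prf1* helped to set, these genes rise by construction. *Gzma* had 6572 CPM in bin 1, 17288 in bin 5 and 23946 in bin 10. *Gzmb* had 421, 1290 and 2807, and *Prf1* 342, 923 and 2385. In the clusters of the wider set, which *Gzma*, *Gzmb* and *Prf1* did not name as Klrg1 high-like, *Gzma* had 18989, 16358 and 16112 CPM in the 3 Klrg1 high-like clusters and at most 15494 in the others. *Prf1* had 1256, 1090 and 1047 there and at most 1053 elsewhere. *Gzmb* was highest, at 2458, in an unnamed cluster of 152 cells led by *Cxcl10*, *Tnfrsf9* and *Isg15*, and had 1792, 1362 and 1677 in the Klrg1 high-like clusters. No cluster at this resolution took the CD11b SP-like name, though Klrg1 high-like clusters of 1178 and 356 cells also met its marker conditions. At resolution 1.5 of the wider set, a cluster of 119 WT and 47 *Ezh2*-deficient cells led by *Serpinb9b*, *Fhl2*, *S100a6* and *Gzmb* was CD11b SP-like, beside 3 Klrg1 high-like clusters. *Gzma*, *Gzmb* and *Prf1* are among the markers that give the CD11b SP name, so these genes cannot rank it against them.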

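*Klrg1*, *Fgl2* and *Cx3cr1*, which the paper groups together, were higher in the *Ezh2*-deficient library, and the genes grouped with *Itgam* went both ways. *Klrg1* lies on chromosome 6 of GRCm38 from 122270596 to 122282882 and had 249 CPM in WT cells and 412 in *Ezh2*-deficient cells, a log2 ratio of 0.73 (95% interval 0.38 to 1.08). In the wider set the levels were 240 and 293, a log2 ratio of 0.28 (0.17 to 0.40). Of the 5 genes grouped with *Klrg1*, 4 were higher, 1 was between and none was lower, with a median log2 ratio of 0.63 at percentile 99.98 of random lists. Of the 5 genes grouped with *Itgam*, 1 was higher, 1 was lower and 3 were between, with a median of 0.10 at percentile 86.8. The paper chose both groups on these libraries.
The paper reasons that *Ezh2*-deficient cells dominate the trajectory in which it takes stage 6 as likely to be aborted, since CD11b SP cells dominated its root. It sets the granzyme and perforin genes, which follow *Itgam*, against genes known to impair cytotoxic function, which follow *Klrg1*. From these it proposes that loss of *Ezh2* limits the Klrg1-high pool and raises cytotoxicity.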

### *Ezh2*-Deficient NK Cells Exhibited a Lower Transcriptional Level of Members of the AP-1 Family

Interestingly, the frequencies of Klrg1^+^ NK cells were the same in *Ezh2^ΔNK^* mice compared with WT mice by flow cytometry (data not shown), although robust expansion of the CD27^-^CD11b^+^ NK pool was observed. To further explain this phenomenon, we identified a densely connected network of protein–protein interactions in DEGs using MCODE. Two key modes of densely connected network components were identified. MCODE1 is composed of *Fos, Junb, Jund*, and *Jun* (AP-1 superfamily), while *Dusp1, Hspa1a*, and *Hspa1b* (HSF-1 family) constitute MCODE2 (**Figure 4A**). 

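Of the 7 module genes, 5 were lower in the *Ezh2*-deficient library, *Junb* was near its WT level and *Jund* was slightly higher. *Fos* (chromosome 12 of GRCm38, 85473890 to 85477273) had 1059 CPM in WT cells and 754 in *Ezh2*-deficient cells, a log2 ratio of -0.49 (95% interval -0.70 to -0.28). *Jun* (chromosome 4, 95049034 to 95052222) had 1309 and 815, a log2 ratio of -0.68 (-0.88 to -0.49). *Junb* (chromosome 8, 84974484 to 84978718), a Jun protein that often opposes *Jun*, had 458 and 454, a log2 ratio of -0.01 (-0.30 to 0.28) whose sign changed with scaling per cell, to 0.02. *Jund* (chromosome 8, 70698949 to 70700616), the Jun protein of resting cells, had 1713 and 2075, a log2 ratio of 0.28 (0.14 to 0.42).
*Dusp1* (chromosome 17, 26505590 to 26562128) had 400 and 171 CPM, a log2 ratio of -1.23 (-1.64 to -0.82). *Hspa1a* (chromosome 17, 34969190 to 34972156), a stress-induced HSP70 gene, had 71 UMIs in WT cells and 10 in *Ezh2*-deficient cells, a log2 ratio of -2.64 (-3.77 to -1.68). Its neighbour *Hspa1b* (chromosome 17, 34956436 to 34959238) had 186 and 91 UMIs, a log2 ratio of -0.85 (-1.23 to -0.48). These 2 genes have nearly the same sequence, so reads can be shared between them.

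**Figure D4:**
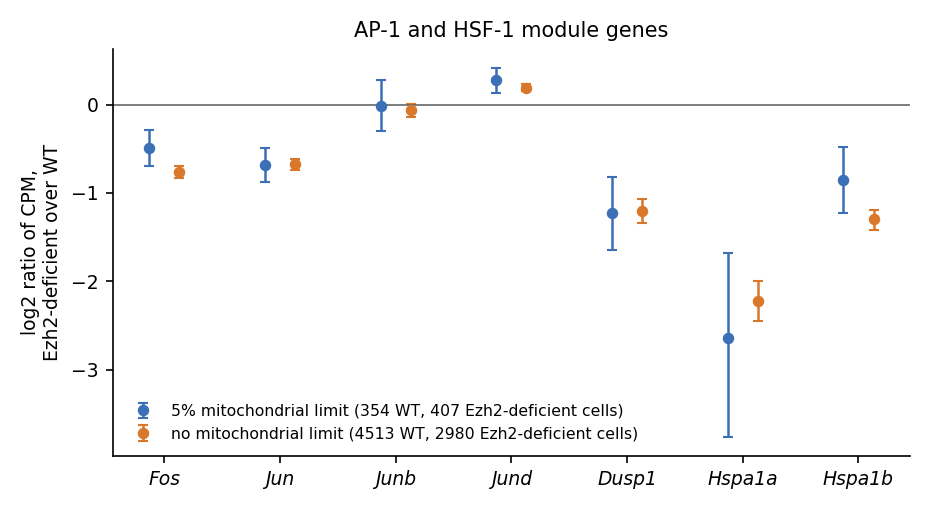
Log2 ratio of CPM, Ezh2-deficient over WT (vertical axis), of the 7 module genes (horizontal axis), with 95% counting intervals, in the cells within all limits and in the wider set. Fos, Jun, Dusp1, Hspa1a and Hspa1b lie below 0 in both sets, Jund lies above 0 in both and Junb lies near 0.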

The expression patterns of the indicated genes across stages between conditions were described. 

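The *Fos*, *Jun*, *Dusp1* and HSP70 genes were lower together in most classes of cells, while other heat shock genes were not. The median log2 ratio of the 7 genes over all cells was -0.68 (95% interval -0.84 to -0.49 from resampled counts). In the wider set the medians were -0.99 in Klrg1 high-like cells, -0.47 in ILC1-like cells, -0.72 in cells with macrophage genes and -0.81 in unnamed cells. Proliferating-like cells had -0.71 over 6 of the genes, without *Hspa1a*, which had 24 UMIs in WT cells and 0 in *Ezh2*-deficient cells there. CD27 SP-like cells had a median of -0.42, in a class that pools 2 clusters held in different proportions by the libraries. The AP-1 genes *Fos*, *Jun*, *Junb* and *Jund* had a median of -0.25, with 2 lower, 2 between and none higher, at percentile 7.47 of random lists. *Dusp1*, *Hspa1a* and *Hspa1b* had a median of -1.23 at percentile 0.02, and all 3 were lower.
Some other immediate-early genes were lower too. Of 14 measured, 6 were lower, 1 was higher and 7 were between, with a median of -0.21 at percentile 2.78. Of 21 measured in the wider set, 11 were lower, 2 were higher and 8 were between, with a median of -0.39, below all random lists. *Nr4a1*, an orphan receptor gene that antigen receptor and NK receptor signals induce, had a log2 ratio of -1.99 (-3.30 to -0.86), and *Egr1*, a growth response factor, -1.37 (-2.23 to -0.58). *Dusp2* was the higher gene, with 0.55 (0.35 to 0.76). Of 14 other heat shock genes, 3 were higher, 1 was lower and 10 were between, with a median of 0.11 at percentile 84.3. *Hspa8*, the constitutive HSP70 gene, had 0.13 (-0.12 to 0.38), and *Dnajb1*, an HSP40 gene that heat shock induces, 0.43 (-0.07 to 0.93).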

The genes were mostly downregulated in *Ezh2^-/-^* NK cells across six stages compared with WT NK cells (**Figure 4B**), which seems to contradict reports indicating that Ezh2 is a negative regulator of chromatin activation (31). To further explore the underlying mechanism, the promoter sequences of these genes were obtained from the UCSC Genome Browser (**Table S2**). Analysis of conserved motif distributions was performed using the motif analysis online program MEME (32). Motif 1 and Motif 2 were distributed across promoters of all genes (**Figure 4C**). Submission of the position weight matrix of motifs to TOMTOM (33) revealed that Motif 1 recognizes DNA and is most similar to the estrogen-related receptor family binding motif (**Figure 4D**).

**Figure 4:**
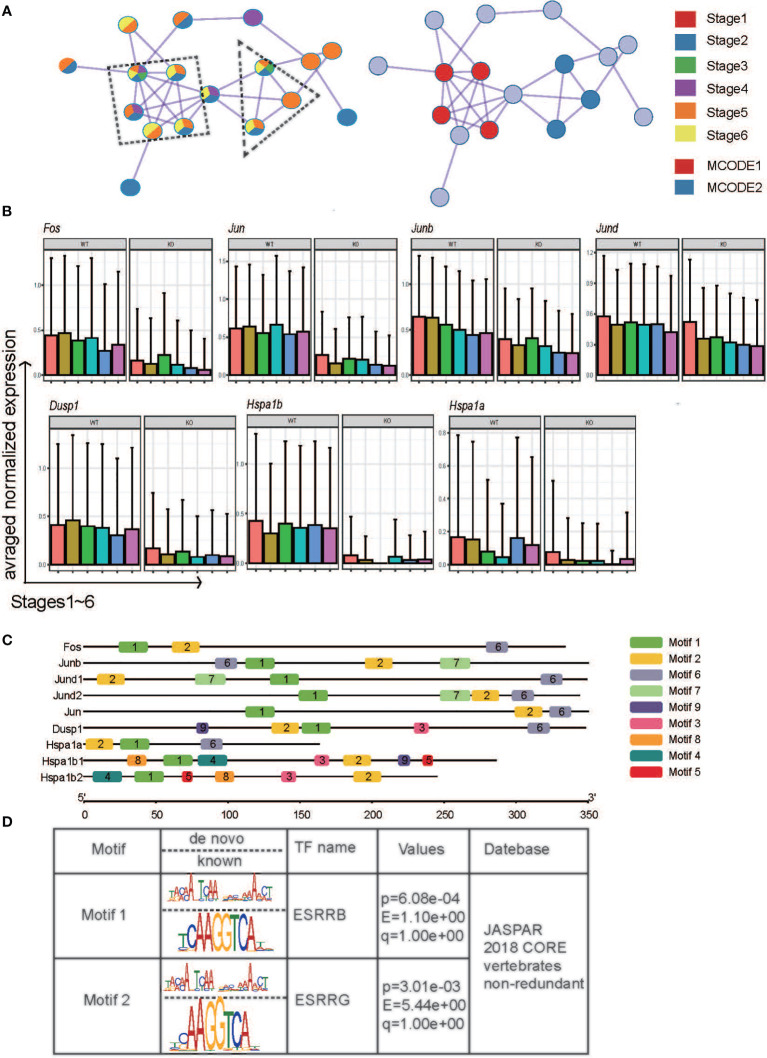
The potential mechanism by which Ezh2 regulates the expression of the indicated genes. **(A)** Components identified by the MCODE algorithm of Metascape analysis. **(B)** Boxplot of the indicated genes at different stages under the two conditions. **(C)** Distribution of PWM generated by the meme suite across promoters of the indicated genes. **(D)** The transcription factors predicted by TOMTOM.

We also performed the WGCNA. The most preserved module between the two conditions is turquoise (**Figure S5A** and **Table S3**). 

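Regulators of NK cell maturation and function showed no common direction between the libraries. Of the 11 genes *Il2rb*, *Cd27*, *Ifng*, *Nfkb1*, *Smad3*, *Tcf7*, *Bcl2*, *Foxo1*, *Gata3*, *Stat2* and *Stat4*, 2 were higher in the *Ezh2*-deficient library, 3 were lower and 6 were between. Their median log2 ratio was 0.01, at percentile 46.2 of random lists. *Il2rb*, which encodes the shared chain of the IL-2 and IL-15 receptors, had 2304 CPM in WT cells and 2182 in *Ezh2*-deficient cells, a log2 ratio of -0.08 (95% interval -0.21 to 0.05). *Bcl2*, a survival gene, had -0.34 (-0.70 to 0.01). *Foxo1*, a factor of quiescence, had 0.42 (-0.28 to 1.14). *Smad3*, which relays TGF-beta signals, had 0.23 (-0.15 to 0.61), and *Stat4*, which relays IL-12 signals, 0.11 (-0.23 to 0.44). *Stat2*, which relays interferon signals, had 23 and 26 UMIs, too few to show a difference of this size.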

As expected, most of the regulators of NK cell maturation and function were in turquoise (**Table S4**), such as Il2rb, Cd27, Ifng, Nfkb1, Smad3, Tcf7, Bcl2, Foxo1, Gata3, Stat2, and Stat4 (5). Venn diagram showed the overlap between the Turquoise module genes and DEGs. Interestingly, members of AP-1 family Junb, Jund, and Fos belong to both DEGs and the turquoise module (**Figure S5B**). This agrees with our conclusion that the AP-1 family plays an important role in regulating the maturation and function of Ezh2-deficiency NK cells. 

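Genes of the turquoise module went both ways between the libraries. The paper's Table S4 lists 980 genes, of which 767 were measured here. Of these, 127 were higher in the *Ezh2*-deficient library, 182 were lower and 458 were between, with a median log2 ratio of -0.05. *Fos*, *Junb* and *Jund* are in that table. The AP-1 family has further members, of which *Fosb* and *Fosl2* were measured. *Fosb*, an immediate-early partner of Jun proteins, had 232 CPM in WT cells and 166 in *Ezh2*-deficient cells, a log2 ratio of -0.48 (95% interval -0.94 to -0.03), and *Fosl2* had -0.04, a median of -0.26 with 1 gene lower and 1 between. There were 8 further members measured in the wider set, of which 3 were lower, 2 higher and 3 between. *Batf*, an AP-1 factor of lymphocyte effector programs, was among the higher genes there, with 13.4 and 19.9 CPM and a log2 ratio of 0.57 (0.10 to 1.03). The authors made the module on these libraries.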

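AP-1 genes and genes of cytotoxicity were compared class by class in the wider set. The 4 AP-1 genes *Fos*, *Jun*, *Junb* and *Jund* had median log2 ratios, *Ezh2*-deficient over WT, of -0.39 in Klrg1 high-like cells, -0.19 in CD27 SP-like cells and -0.46 in unnamed cells. Among the fewer cells within all limits, CD27 SP-like cells had a median of 0.29, the opposite direction, with 2 of the 4 genes higher, 1 lower and 1 between. *Fos* had 44 WT and 42 *Ezh2*-deficient UMIs there, and *Jun*, which stayed lower, had 68 and 33. The median in Klrg1 high-like cells within all limits was -0.45. *Dusp1*, *Hspa1a* and *Hspa1b* had medians of -1.56, -1.32 and -1.33 in the same 3 classes of the wider set. Cytotoxic effector genes had medians of 0.01 in Klrg1 high-like cells, 0.18 in CD27 SP-like cells and 0.05 in unnamed cells of the wider set. The 2 clusters of the CD27 SP-like class are held in different proportions by the libraries, so its ratios partly reflect that mix: *Gzma* had -0.21 (-0.26 to -0.16) in the class but 0.20 and 0.18 within the clusters. In Klrg1 high-like cells, 2 of the 15 measured effector genes were higher, 3 were lower and 10 were between. In CD27 SP-like cells, 4 of 17 were higher, 4 were lower and 9 were between.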

Overall, our results suggested that deletion of Ezh2 may alter the NK maturation trajectory and enhance cytotoxic function by attenuating the AP-1 superfamily.

## Discussion

The role of NK cells in the development and function of epigenetic modifications remains poorly understood. Specifically, histone modification during NK cell ontology is only partially defined. Li et al. found that the histone modification state has a profound impact on NK cell activation (34). During acute NK cell activation, the epigenetic and transcriptional profiles are altered, and p300 enhancer modifications are also involved in high-level transcriptional induction of T-bet and STATs to facilitate the rapid immune response (35). Kdm5a, an H3K4me3 demethylase, is a positive modifier of NK cell activation and is recruited to the SOCS1 promoter by p50 to maintain a repressive chromatin configuration, which promotes NK cell production of interferon-γ (IFN-γ) (36). Adam et al. identified histone H3K27 demethylases as key regulators of cytokine production using small-molecule inhibitors of chromatin methylation and acetylation screens in human NK cells, and GSK-J4 is an H3K27 demethylase inhibitor that can increase global levels of the repressive H3K27me3 chromatin marker and lead to suppression of the anti-inflammatory response (37). Interestingly, in our previous research, we found that Ezh2 deletion in *Vav-iCre* mice led to alterations in differentiation and enhanced function following Vav expression (17). Here, we found that loss of Ezh2 is required to constrain terminal and functionally impaired Klrg1-high NK cells.

ScRNA-seq is a powerful technique allowing unbiased identification of cellular diversity and heterogeneous transcriptional signatures within one cell population (38, 39). Our results provide a transcriptional landscape of individual NK cells from the mouse spleen and a clustered subpopulation of NK cells based on the distribution of surface markers. We identified six stages based on the transcriptional levels of *Cd27*, *Itgam*, and *Klrg1*: early CD27 SP stage 1, late CD27 SP stage 2, early DP stage 3, late DP stage 4, CD11b SP stage 5, and Klrg1 high stage 6 (**Figure 1B**). Trends in marker gene expression were basically consistent with those reported in previous research by Adeline Crinier et al. (40), as shown in **Figure 1C**. We noticed that differential NK cytotoxicity was intrinsically connected with altered developmental processes (**Figures 2C, D**). Furthermore, we found that Ezh2-deficient NK cells follow a maturation trajectory toward arrest before Klrg1 high stage 6 (**Figure 3C**). NK cells have been reported to acquire the terminal marker Klrg1 and become less responsive to proliferative signals following a decrease in the turnover rate and homeostatic expansion *in vivo* (8). Several studies have shown that Klrg1 inhibits NK cell activation (9) and cytotoxicity (10). Consistent with this, we found that *Klrg1* was clustered with genes that are known to impair NK cell proliferation and cytotoxicity by a pseudotemporal expression pattern (**Figure 3G**). Thus, we speculated that enhanced cytotoxicity is due to a distinct maturation trajectory in *Ezh2*-deficient NK cells.

The AP-1 family is a pioneer transcription factor (TF) family with an important role in establishing new cell fate competence by granting long-term chromatin access to nonpioneer factors and is also a crucial determinant of cell identity through opening and licensing of the enhancer landscape (41, 42). In particular, AP-1 TFs recruit the SWI/SNF (BAF) complex to enhancers to establish accessible chromatin in fibroblasts (43). Jeong SM et al. found that the SWI/SNF chromatin-remodeling complex modulates peripheral T cell activation and proliferation by controlling AP-1 expression. Our previous research confirmed that tumor formation following SNF5 loss leads to elevated expression of EZH2 (44). Stefaniewe et al. found that Fra-2/AP-1 is regulated through lysine methylation by Ezh2 in terminal epidermal differentiation (45). Thus, we speculate that the AP-1 family plays an important role in EZH2-mediated chromatin remodeling.

Recently, the role of the AP-1 family in the immune response has also been explored (46, 47). BATF constitutes an important subset of the AP-1 superfamily (48) and forms a heterodimer complex containing AP-1 and JUN proteins to promote transcriptional activation (47). For example, Miller et al. found that the numbers and function of Klrg1-high ILC2 cells are impaired in the IL-25-mediated helminth clearance model in BATF-deficient mice (11). Consistently, as shown in **Figure 4A**, we found differential expression patterns of the AP-1 superfamily between the two mouse strains by MCODE. We further confirmed that AP-1 superfamily members were downregulated in Ezh2^-/-^ NK cells compared to WT NK cells at each stage (**Figure 4B**). In our WGCNA, the AP-1 family was found to contain modules with many important regulators of NK cell maturation and function. Thus, we speculate that the AP-1 family plays an important role in Ezh2-mediated regulation of NK cell maturation and cytotoxicity. Lau et al. found that *Klrg1* was within regions with the most variable chromatin accessibility during MCMV infection. Of note, members of the AP-1 transcription factor family, especially Junb and Jund, are found in regions that become more accessible to memory NK cells than to naïve NK cells (49). Our results supported that the members of AP-1 superfamily skew the Klrg1^+^ NK population.

A nonclassical regulatory mechanism of Ezh2 exists in cancer cells. For example, Ezh2 can activate the transcription of downstream target genes through methylation of nonhistone proteins (50, 51) or directly form transcription complexes with other factors independent of PRC2 (15, 16, 52). Jiao L et al. reported that Ezh2 contains a hidden, partially disordered transactivation domain (TAD), which directly binds to the transcriptional coactivator p300 and activates gene expression (14). Specifically, Shi B et al. reported that Ezh2 physically interacts directly with estrogen receptor alpha and functionally enhances gene transactivation (15). We found that motifs enriched in promoters of the indicated genes are most likely to be the binding site of ERRs, which are structurally similar to the ER (53, 54). Our study implied that Ezh2 may act as a transcriptional activator in the regulation of AP-1 superfamily gene expression by interacting with ERRs. In conclusion, our results implied a novel role for the Ezh2-AP-1-Klgr1 axis in altering the NK cell maturation trajectory and NK cell-mediated cytotoxicity.

## Data Availability Statement

The sequencing data has been deposited in the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/; accession number: GSE179186).

## Ethics Statement

The animal study was reviewed and approved by Capital Medical University.

## Author Contributions

XW conceived and supervised the study as well as revised the manuscript. MY and ZS designed the research, exported the figures, wrote the first draft of the manuscript, and performed the verification experiment.XH helped in performing the experiments. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the Ministry of Science and Technology of People’s Republic of China (grant# 2014CB910100 to XW), the Support Project of High-level Teachers in Beijing Municipal Universities in the Period of 13th Five-year Plan (IDHT20190510 to XW), and the National Natural Science Foundation of China (81972652 to XW).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 PCA, UMAP, tSNE and KnetL plots of clusters.

Supplementary Figure 2 Percentages of NK cells from the indicated conditions across thirteen clusters.

Supplementary Figure 3 Top 10 cell types identified using the ImmGen Ultra Low Input (ULI) RNA-seq dataset against the genes within each cluster by a hypergeometric test.

Supplementary Figure 4 Boxplots of Cd27, Itgam, and Klrg1 across the original 13 clusters in **(A)**, WT mice and Ezh2^ΔNK^ mice or across 6 newly merged stages in WT mice and Ezh2^ΔNK^ mice.

Supplementary Figure 5
**(A)** Hierarchical cluster tree showing coexpression modules of WT NK cells (left) identified by WGCNA and their preservation in Ezh2-deficient NK cells (right). **(B)** Venn diagram showing the overlap between the Turquoise module genes and DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

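RNA of splenic NK cells was measured in 1 library from *Ezh2 fl/fl* mice (WT) and 1 library from *Ezh2 ΔNK* mice, sorted as CD45+CD3-CD19-NKp46+NK1.1+ cells. The deposited UMI counts per cell were made by the authors with the BD Rhapsody WTA pipeline on GRCm38, with the pipeline's correction of UMI errors and before the cell filter, per the file headers and the processing notes. The headers name a STAR genome index, whereas the notes name Bowtie2. Both tables hold whole numbers of at least 0, with 23933 genes listed in the WT table and 25295 in the *Ezh2*-deficient table, of which 22277 are in both. A separate list of cell indexes comes with each table. Of its indexes, 113 occur in the WT table (111.55 if the indexes were drawn independently) and 149 in the *Ezh2*-deficient table (141.905), so these lists were not used to pick cells.

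The cell filter was that of the study: 500 to 2400 genes and at most 5% mitochondrial UMIs. A wider set keeps the limits on genes and has no mitochondrial limit. UMIs were summed over the cells of a library and scaled to 1000000 (CPM). The precision is that of the counts: exact 95% Poisson intervals for levels, exact conditional binomial intervals for ratios and exact binomial intervals for shares. Differences between shares have 95% Newcombe intervals made from Wilson limits. These take the clusters as given and the cells of a library as independent. The depth per library stands beside the first values. No test was run, since each condition has 1 library. Cells thinned to 700 UMIs served to compare the libraries at 1 depth.

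Clusters were made from both libraries together, on log values scaled per cell: 1500 variable genes found in at least 1% of the cells, without immediate-early, heat shock, mitochondrial, ribosomal, immunoglobulin and sex-linked genes, then 20 principal components, 15 neighbours and Leiden clustering at resolution 1.0. A cluster took the name of a class when at least 1 of its 10 leading genes (at least 20 UMIs and 100 CPM) was a marker of the class, at least 3 markers had 30 UMIs and the median marker was at least 25% above the other cells. Only the class with the most markers among the leading genes was considered, and the higher median marker decided a tie. There were 13 marker lists, for CD27 SP, CD11b SP and Klrg1 high NK cells, ILC1, ILC2 or ILC3, T cells, B cells, plasma cells, monocytes or macrophages, dendritic cells, neutrophils, erythroid cells or platelets, and proliferating cells. Cells were ordered on the first principal component of the genes that the paper assigns to stages or groups with *Itgam* or *Klrg1*, without *Cd27*, *Itgam* and *Klrg1*, and put into 10 bins.

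Named are the genes of the paper's text and Table S1, the members of 27 gene lists, and genes chosen by size. The size rule takes genes with at least 200 UMIs whose interval lies wholly beyond 1.5-fold with the same direction in every class of cells with 20 of their UMIs, the 12 lowest and the 12 highest. The lists are the paper's AP-1 and HSF-1 modules, other AP-1 members, other immediate-early genes, other heat shock genes, cytotoxic effectors, activating receptors and adaptors, inhibitory receptors, chemokines and cytokines, transcription factors of NK cells, migration and adhesion, cytokine receptors, PRC2 subunits, known *Ezh2*-repressed genes, interferon-stimulated genes, proliferation, glycolysis and oxidative phosphorylation, actin cytoskeleton, nuclear-retained RNA, sex-linked genes and estrogen-related receptors. They also include the paper's genes of stages 1 to 3, of stages 3 to 6, grouped with *Itgam*, grouped with *Klrg1*, regulators of the turquoise module and other genes that it names. The list of estrogen-related receptors also holds estrogen receptors and the coactivators *Ppargc1a* and *Ppargc1b*.

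The rules were tested on simulated data made from these libraries. Of 50 genes lowered 2-fold, 30 kept 200 UMIs, and the size rule found 25 of these. It found 39 of 50 genes raised 2-fold and 0 of 585 unchanged genes. The condition on classes of cells was not simulated, and the simulated counts held counting error only. A percentile in the outer 2.5 on either side was reached by 200 of 200 lists of 14 genes raised 1.4-fold and by 11 of 200 unchanged lists. The naming found, in the wider set, 77.3% of simulated Klrg1 high cells and 90.1% of CD27 SP cells. A simulated Klrg1 high cell stood later in the order than another cell in 95.0% of pairs within all limits and 96.5% in the wider set. These cells were drawn from the summed counts of the classes as named in the wider set. Genes that gave the Klrg1 high name, such as *Cx3cr1* and *Ly6c2*, also set the order, so the late position follows from the design. The shares found show how often a name is recovered at a given depth, not whether the name is right. Scrublet called 0 of 9476 WT cells and 1 of 11145 *Ezh2*-deficient cells at an expected doublet rate of 0.05, so it has not worked here and doublets remain.

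Alternatives were per-cell scaling on the 500 highest genes, a library factor from the median ratio of genes with at least 100 UMIs, all deposited cells, thinned cells, removal of called doublets, no minimum of UMIs for list members, 20 bins, each library alone, Leiden resolutions 0.6 and 1.5, 10 principal components, and immediate-early and heat shock genes kept for clustering. Chosen after the data were seen were the wider set, a draw of 2584 of its cells per library, CPM without mitochondrial and hemoglobin genes, leaving out cells with a hemoglobin UMI, and clustering without *Cd27*, *Itgam* and *Klrg1* or without any marker. Left out were the imputed values, the layout, the branched trajectory, the network modules and the promoter motifs of the study, whose tools or inputs were not available. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9.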

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

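All tests of explanations in this part were chosen only after the results were seen, and the wider set with no mitochondrial limit was chosen after seeing the data.

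There were 3 groups of cells in the wider set that the paper does not discuss. ILC1-like cells made up 6.05% of WT and 4.43% of *Ezh2*-deficient cells. Clustered without any marker, a cluster led by *Socs2* and *S100a4* took the name, with 6.40% and 2.38%. *Il7r*, *Tcrg-C4* and *Dtx1*, among the leading genes of the first ILC1-like cluster, there led a CD27 SP-like cluster with 9.75% and 13.8%. The 6.40% and 2.38% are therefore for a different group of cells and do not repeat the first shares. No cluster took the ILC1-like name at resolution 0.6 or without *Cd27*, *Itgam* and *Klrg1*. Cells with macrophage genes made up 2.02% and 3.86%. *C1qc*, a complement gene of tissue macrophages, had 359.8 CPM in them and 1.38 in the other cells, while *Gzma* had 12922 and 12339, and their median of 1240.5 UMIs per cell was near the 1169 of the other cells. Proliferating-like cells made up 1.99% and 1.11%.

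Genes outside those the paper discusses differed between the libraries, each above what a count of 0 allows. *Hbb-bs*, a hemoglobin gene of red blood cells, had a log2 ratio of -3.59, with 95.9 CPM in WT cells and 7.96 in *Ezh2*-deficient cells. *Slfn5*, an interferon-induced Schlafen gene, had 1.24, and *Ly6c1*, a Ly6C gene, 1.49. *Slamf6*, which encodes an adhesion receptor of lymphocytes, had -1.44, and *Ifi204*, a p200 interferon-induced gene, -1.55. These values are from the wider set. Interferon-stimulated genes had a median log2 ratio of 0.36 in the cells within all limits and 0.15, at percentile 86.1 of random lists, over all deposited cells.

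The ILC1-like cells may be type 1 innate lymphoid cells, which also bear NKp46 and NK1.1 and would pass the sort. *Eomes*, which is in no marker list, had 0.254 of its level in the other cells, and type 1 innate lymphoid cells lack it. Doublets of NK cells with another cell type would keep NK transcripts, and the tables argue against them: *Gzma* had 0.212 of its level in the other cells. Among cells of the wider set with an *Il7r* UMI, *Eomes* was found in 35.9% of WT and 25.8% of *Ezh2*-deficient cells, against 57.4% and 47.7% of cells without one. No biological explanation for the difference in their share between the libraries was tested.

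Among 8090 genes with at least 100 UMIs in the wider set, 67 had an interval wholly beyond 1.5-fold, and 4 of these lay close together on chromosome 1 between 171500568 and 173766943, a window of 42 genes: *B930036N10Rik*, *Itln1*, *Slamf6* and *Ifi204*, all lower in the *Ezh2*-deficient library. A different mix of the named classes alone is argued against, since 14 of 14 pairs of gene and class had the direction of the whole library. A different mix of cells within a class cannot be excluded by this, since classes pool clusters that the libraries hold in different proportions. Chance placement cannot be excluded: 543 of 10000 shuffles held a window as full, with 6 genes in the fullest. A chromosome segment of another mouse strain in one of the lines cannot be told apart from a difference due to *Ezh2*, since UMI counts hold no sequence and the 4 differing genes in the window would be the same under either. *Itln1* and *B930036N10Rik* were singled out after their values were seen.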

How the results depend on the processing

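Settings chosen only after the data were seen are those with no mitochondrial limit, the clusterings without marker genes, CPM without mitochondrial and hemoglobin genes and the cells without a hemoglobin UMI.

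The median log2 ratio of the 7 genes of the AP-1 and HSF-1 modules stayed below 0 under each alternative run, from -0.80 to -0.55, while *Jund* stayed above 0, from 0.16 to 0.33, and *Junb* ranged from -0.20 to 0.02. *Cd27* stayed lower, from -1.95 to -0.49, *Klrg1* stayed higher, from 0.28 to 0.75, and *Itgam* stayed above 0, from 0.11 to 0.44. The median of cytotoxic effectors stayed between 0.02 and 0.15. *Itgam* came before *Klrg1* in each ordering run, by 2 to 17 bins, but for the *Ezh2*-deficient cells within all limits the interval of the gap included 0, at 0 to 7 with 10 bins and -2 to 14 with 20.

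For the questions set in advance, 36 values stayed within the counting interval of the reported value and 9 left it under the alternatives fixed in advance, and 24 and 7 under those added later. Of the 36, 7 come from removal of called doublets, which removed no cell, so they repeat the reported values. The difference in genes per cell has no counting interval, and each of its alternatives was counted as having left. *Klrg1* had a log2 ratio of 0.30 over all deposited cells and 0.28 with no mitochondrial limit, against 0.73, and *Itgam* 0.44 over all deposited cells, against 0.17. The difference in genes per cell, -169, was -11.6 with cells thinned to 1 depth, -176 over all deposited cells, -159.9 with no mitochondrial limit and -163.8 in a draw of 2584 of those cells per library; the thinned value shows that most of it follows depth. With 20 bins the gap between *Itgam* and *Klrg1* was 13 bins, against 5 with 10 bins; a gap in narrower bins is larger by construction.

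The shares of named cells depended most on the clustering. Against a difference of -0.75 percentage points, Klrg1 high-like cells differed by 7.96 with immediate-early and heat shock genes kept and by 7.34 with 10 principal components. With no mitochondrial limit they differed by 6.77 clustered without *Cd27*, *Itgam* and *Klrg1*, by 6.01 without any marker and by 13.6 at resolution 0.6. Against -2.39 points, CD27 SP-like cells differed by -14.4 with 10 principal components, by -7.25 with thinned cells, and by 4.01 with no mitochondrial limit clustered without any marker. The cause of these shifts, and of those of *Klrg1* and *Itgam*, was not tested.

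Of the other values, 343 stayed and 31 moved under the alternatives fixed in advance, and 207 stayed and 18 moved under those added later. Of the 343, 74 come from removal of called doublets and repeat the reported values. The median of activating receptors and adaptors changed sign with no mitochondrial limit, to 0.014 from -0.12; the cause was not tested. Values whose counting interval held 0 also changed sign under at least 1 alternative: the medians of PRC2 subunits, known *Ezh2*-repressed genes, glycolysis, actin, nuclear RNA, sex-linked genes, cytokine receptors, migration genes and regulators of the turquoise module, and the levels of *Ezh2*, *Junb*, *Fcgr2b*, *Ltb*, *Tcf7*, *Cxcr3*, *Il2rb* and *Stat4*. The median of all genes was at 0.04 in the cells within all limits and at 0.10 over all deposited cells, a shift to subtract from ratios there.

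A draw of 2584 cells per library within all limits was not possible, since fewer cells passed. The share of CD11b SP-like cells has no value within all limits, since no cluster there took that name under any clustering run. With no mitochondrial limit 1 cluster did, at resolution 1.5, with 2.64% of WT and 1.58% of *Ezh2*-deficient cells, a difference of -1.06 points (-1.70 to -0.39). The paper observed an expanded CD27-CD11b+ pool, which it reports beside flow cytometry of surface proteins. That pool also takes in its Klrg1 high cells. The value here is for 1 small cluster named by RNA at 1 resolution, so its direction cannot be set against that of the pool. Removing called doublets changed nothing, since none was called within the limits. Depth limits genes such as *Cd27* (29 and 11 UMIs) and *Ezh2* (27 and 23 UMIs), whose intervals span more than a 2-fold range.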

Differences from the paper's values

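The setting with no mitochondrial limit and the clustering without *Cd27*, *Itgam* and *Klrg1*, which gave the 0.10 points below, were chosen only after the values were seen. The other alternatives named here were set before the data were examined.

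The numbers of cells differ. The paper retained 2612 WT cells (the paper's) and 2584 *Ezh2*-deficient cells (the paper's), against 354 and 407 here under its stated limits. All deposited cells, 9476 and 11145, do not close the gap. With no mitochondrial limit, chosen after seeing the values, 2980 *Ezh2*-deficient cells are within 1.5 times the paper's number, and 4513 WT cells are not. The paper gives means of 1446 and 1333 genes per cell (the paper's), against 820 and 651 here. Neither all deposited cells nor thinned cells close this gap.

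The paper's Table S1 gives log2 ratios for its stages 1 to 6; those compared are for stage 5, whereas those here are over all cells, a wider group, and the paper's test took cells as replicates. For *Fos* the paper's value is -1.77 and -0.49 was found here; for *Jun*, the paper's -2.16 against -0.68; for *Junb*, the paper's -0.64 against -0.012; for *Dusp1*, the paper's -1.84 against -1.23; for *Hspa1a*, the paper's -7.46 against -2.64; for *Hspa1b*, the paper's -4.24 against -0.85; and for *Ccl3*, the paper's -0.90 against -0.37. For *Jund* the paper's value is -0.49 and 0.28 was found here, the opposite direction. For *Id2* the paper's value is 0.34 and 0.20 was found here; per-cell scaling gives 0.27, which is not apart from the paper's value by more than its counting interval. Otherwise per-cell scaling, the median-ratio factor, all deposited cells, thinned cells and removal of called doublets leave each of these genes apart from the paper's value.

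The paper proposes that loss of *Ezh2* restrains the terminal Klrg1-high pool. Here *Klrg1* was higher in the *Ezh2*-deficient library with a log2 ratio of 0.73 (0.38 to 1.08). Klrg1 high-like cells made up 13.3% of WT and 12.5% of *Ezh2*-deficient cells, the paper's direction, with an interval of the difference from -5.61 to 4.01 points. That direction did not hold: under each other clustering of these cells that named the class, apart from removal of called doublets, which removed no cell, the difference was above 0, from 0.10 to 7.96 points, and its interval excluded 0 with 10 principal components (1.03 to 13.5) and with immediate-early and heat shock genes kept (2.68 to 13.1). With no mitochondrial limit the difference was 3.65 points (1.53 to 5.79), the opposite direction. Within all limits, the naming found 43.6% of simulated Klrg1 high cells and gave that name to 13.1% of the other simulated cells. This is near the shares of 13.3% and 12.5%, so the shares within all limits cannot decide on the size of that pool. For the wider set the simulation gave 77.3% and 2.98%. The paper's own flow cytometry found equal frequencies of Klrg1+ cells, and the paper also observed an expanded CD27-CD11b+ pool. The paper raises, as a possibility, a cytotoxic capacity of CD11b SP cells above that of Klrg1-high cells. Here 1 cluster of 119 WT and 47 *Ezh2*-deficient cells was CD11b SP-like, at resolution 1.5 with no mitochondrial limit, and *Gzma*, *Gzmb* and *Prf1* are among the markers that give that name, so they cannot rank it. At the main resolution no cluster took the CD11b SP-like name, though Klrg1 high-like clusters of 1178 and 356 cells of the wider set also met its marker conditions. *Gzma* was highest among the clusters of the wider set in a Klrg1 high-like cluster, at 18989 CPM, as was *Prf1*, at 1256. *Gzmb* was highest in an unnamed cluster, at 2458. The paper names *Smad3* among the regulators in its turquoise module, whose Table S4 holds the other 10 of the 11 but not *Smad3*.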

Other observations

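The tests of explanations for the AP-1 and HSF-1 modules below were chosen only after the results were seen.

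Within all limits, 8 of 15 measured interferon-stimulated genes were higher in the *Ezh2*-deficient library, which the paper does not report. There 1 was lower and 6 were between, with a median log2 ratio of 0.36 at percentile 98.9 of random lists, and 0.24 at percentile 99.4 in the wider set. Over all deposited cells the median was 0.15 at percentile 86.1, with 6 of 24 higher, 2 lower and 16 between, which is not beyond random lists. *Stat1*, which relays interferon signals, had a log2 ratio of 0.49 (0.01 to 0.97), *Ly6e*, a surface protein gene, 0.47 (0.18 to 0.77), and *Zbp1*, a sensor of viral nucleic acids, 0.79 (0.08 to 1.51). *Irf7*, the master factor of interferon induction, was the lower gene, with -0.67 (-1.51 to 0.13).

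Of the proliferation genes, 14 of 18 were lower in the *Ezh2*-deficient library in the wider set. There 1 was higher and 3 were between, with a median of -0.77. Proliferating-like cells made up 1.99% of WT and 1.11% of *Ezh2*-deficient cells of the wider set, so this median partly reflects their share. Within these cells, 6 of 16 measured genes were lower, 1 was higher and 9 were between, with a median of -0.14 at percentile 14.7. Among the cells within all limits only 4 were measured, with a median of -0.01 at percentile 48.3 and all between. *Mki67*, a marker of cycling cells, had 38.8 and 24.2 CPM in the wider set, a log2 ratio of -0.68 (-1.05 to -0.32), and *Top2a*, the topoisomerase of dividing cells, 60.4 and 34.7, a log2 ratio of -0.80 (-1.10 to -0.51). The proliferating-like cluster had 352 CPM of *Ezh2*, which dividing cells express, against 36.9 to 68.3 in the other clusters. That level pools libraries that differ: 427 CPM in WT and 89.5 in *Ezh2*-deficient cells of the cluster, the latter from 6 UMIs, a log2 ratio of -2.25 (-3.73 to -1.08).

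PRC2 subunits had a median of 0.13 at percentile 71.7, with 4 higher, 2 lower and 4 between. *Eed*, the subunit that binds H3K27me3, had a log2 ratio of 0.79 (0.02 to 1.58), but 0.012 (-0.22 to 0.24) in the wider set. Known *Ezh2*-repressed genes had a median of 0.01 at percentile 53.2, with 1 of 5 measured genes higher and 4 between; *Tbx21* was the higher gene. Genes of glycolysis and oxidative phosphorylation had a median of 0.01 at percentile 39.7, with 3 higher, 3 lower and 13 between. Genes of the actin cytoskeleton had a median of -0.01 at percentile 58.9, with 3 lower and 21 between; *S100a4* and *S100a6* were among the lower genes, with -1.04 and -0.91. Nuclear-retained RNA had a median of -0.14 at percentile 22.2, with 1 higher, 1 lower and 2 between, and of the sex-linked genes only *Xist* was measured, with -0.23. The medians of these lists changed sign under at least 1 alternative.

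Estrogen-related receptors, whose binding motif the paper finds in promoters of the module genes, were scarce. The fixed list for them also holds estrogen receptors and the coactivators *Ppargc1a* and *Ppargc1b*. None of its 7 genes had 30 UMIs within the limits. The wider set had 4 measured, with 2 lower and 2 between and a median of -0.39 at percentile 2.96. This median is therefore not one of estrogen-related receptors alone. *Esrra*, the receptor of energy metabolism, had 142 and 85 UMIs, a log2 ratio of 0.24 (-0.17 to 0.64), and *Esr1*, the estrogen receptor alpha gene, 88 and 22 UMIs, -1.02 (-1.76 to -0.33).

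The size rule kept 42 of 6503 genes in the wider set, 26 lower and 16 higher. The 12 lowest were *Hbb-bs*, *Hspa1a*, *B930036N10Rik*, *Ifi204*, *Gdpd3*, *Slamf6*, *Wdr95*, *Lgals3*, *Hist1h1c*, *Hspa1b*, *Dusp1* and *Hist1h4c*. The 12 highest were *Ly6c1*, *Sdc4*, *Pbx1*, *Slfn5*, *Bmpr2*, *Hmox1*, *Dhodh*, *Ccdc88a*, *Kif3a*, *Il21r*, *St5* and *Ncoa1*. *Il21r*, the receptor for IL-21 that matures NK cells, had 23.5 and 46.9 CPM, a log2 ratio of 0.998.

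The markers of the 13 classes, summed over the cells within all limits, were 3793 CPM in WT and 2829 in *Ezh2*-deficient cells for CD27 SP, 37124 and 37351 for CD11b SP, 6610 and 8381 for Klrg1 high, 64.5 and 61.0 for ILC1, 254 and 242 for ILC2 or ILC3, 475 and 347 for T cells, 90.3 and 122 for B cells, 68.8 and 80.5 for plasma cells, 262 and 273 for monocytes or macrophages, 894 and 1010.4 for dendritic cells, 2.15 and 2.44 for neutrophils, 68.8 and 19.5 for erythroid cells or platelets, and 866 and 852 for proliferating cells. NK cells also express several of these genes, such as *Irf8*, *Itgax*, *Trbc2* and *Cd3g*.

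Of the 7 genes of the AP-1 and HSF-1 modules, 5 were lower in the *Ezh2*-deficient library, *Junb* was near its WT level and *Jund* was slightly higher. A larger share of the activated cluster led by *Nr4a1* and *Ccl3* among WT cells, 14.6% against 7.08%, is argued against as the whole cause: without that cluster, the median log2 ratio of the 7 genes in the wider set stayed at -0.68 (-0.75 to -0.63). A cell handling response that differed between the libraries cannot be told apart from loss of *Ezh2*, because each condition is 1 library. The other immediate-early genes, which such a response may also move, had a median of -0.21, and -0.39 in the wider set with 11 of 21 lower, whereas other heat shock genes had 0.11, and 0.18 in the wider set. The module's median was below 0 in all 6 classes of the wider set (in proliferating-like cells over 6 of the genes). Loss of *Ezh2* in every class could give this, though deletion was not checked in any class, and a handling response could give it as well.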
